# UVR8-mediated inhibition of shade avoidance involves HFR1 stabilization in Arabidopsis

**DOI:** 10.1371/journal.pgen.1008797

**Published:** 2020-05-11

**Authors:** Eleni Tavridou, Emanuel Schmid-Siegert, Christian Fankhauser, Roman Ulm

## Abstract

Sun-loving plants perceive the proximity of potential light-competing neighboring plants as a reduction in the red:far-red ratio (R:FR), which elicits a suite of responses called the “shade avoidance syndrome” (SAS). Changes in R:FR are primarily perceived by phytochrome B (phyB), whereas UV-B perceived by UV RESISTANCE LOCUS 8 (UVR8) elicits opposing responses to provide a counterbalance to SAS, including reduced shade-induced hypocotyl and petiole elongation. Here we show at the genome-wide level that UVR8 broadly suppresses shade-induced gene expression. A subset of this gene regulation is dependent on the UVR8-stabilized atypical bHLH transcription regulator LONG HYPOCOTYL IN FAR-RED 1 (HFR1), which functions in part redundantly with PHYTOCHROME INTERACTING FACTOR 3-LIKE 1 (PIL1). In parallel, UVR8 signaling decreases protein levels of the key positive regulators of SAS, namely the bHLH transcription factors PHYTOCHROME INTERACTING FACTOR 4 (PIF4) and PIF5, in a COP1-dependent but HFR1-independent manner. We propose that UV-B antagonizes SAS via two mechanisms: degradation of PIF4 and PIF5, and HFR1- and PIL1-mediated inhibition of PIF4 and PIF5 function. This work highlights the importance of typical and atypical bHLH transcription regulators for the integration of light signals from different photoreceptors and provides further mechanistic insight into the crosstalk of UVR8 signaling and SAS.

## Author summary

Sunlight provides the energy that powers photosynthesis and is thus of the utmost importance for plant growth and development. Plants grow in constantly changing environments, including highly variable light conditions. They have evolved specific light sensors (photoreceptors) that allow optimization of photosynthesis and survival, and adjusting growth and development to the prevailing environment. An intriguing example is the perception of competitors due to changes in the light transmitted and reflected by their leaves. As red light, but not far-red, is strongly absorbed by photosynthetic pigments, the red:far-red ratio (R:FR) is strongly reduced in the presence of competitors which is sensed by the phytochrome red/far-red photoreceptors. Detection of competitors results in stem elongation in shade-intolerant plants to overtop the neighbors and reach full sunlight (shade avoidance syndrome). UV-B sensed by the UVR8 photoreceptor inhibits shade avoidance by reducing the abundance and activity of specific transcriptional regulators PIF4 and PIF5. We have discovered an important role for an atypical transcriptional regulator HFR1 that is stabilized under UV-B, strongly contributing to the UVR8 photoreceptor-mediated repression of shade responses by counteracting PIF4 and PIF5 activities. This contributes significantly to a deeper mechanistic understanding of how plants integrate information from a complex light environment.

## Introduction

Plants have evolved sophisticated sensory systems to respond and adapt appropriately to the environment. Light, in addition to being an energy source, is an important source of information about the environment for plants. Specific photoreceptors allow the detection of changes in light quality, duration, direction, and intensity, which is crucial to optimize photosynthesis, growth, and development, as well as to cope with light stress [1,2]. For example, plants growing in close proximity to their neighbors are able to sense that light resources may become limiting and preemptively elicit a suite of responses to avoid future shading, collectively known as shade avoidance syndrome (SAS) [3,4]. SAS promotes petiole and stem elongation so that a plant can outcompete its neighbors for light. SAS can be triggered in high PAR (photosynthetically active radiation) conditions through alterations in spectral composition and due to foliage properties. Photosynthetic pigments strongly absorb red (R) and blue (B) light and preferentially reflect or transmit far-red (FR) light. Thus, plants perceive a reduction in R:FR due to the scattering of FR from non-shading neighbors and initiate SAS [3,5].

Changes in R:FR are perceived by phytochrome B (phyB), which interconverts between an inactive (PrB) and an active (PfrB) state. Under high R:FR, the phyB photoequilibrium is shifted towards the active PfrB conformer that interacts with bHLH transcription factors of the Phytochrome Interacting Factor (PIF) family, including PIF4 and PIF5 that play a major role in shade responses [4,6,7]. Upon interaction with active PfrB, PIF4 and PIF5 are phosphorylated and targeted for proteasomal degradation, hence reducing the expression of shade response-associated genes [8,9]. However, under low R:FR, phyB is primarily in the inactive PrB state and unable to interact with and repress PIFs, thus allowing PIF-mediated activation of shade-response genes [8]. PIFs’ main targets are other transcription regulators mainly involved in auxin signaling and cell elongation [10] as well as additional bHLH transcription regulators including PHYTOCHROME INTERACTING FACTOR 3-LIKE 1 (PIL1) and LONG HYPOCOTYL IN FAR-RED1 (HFR1). HFR1 provides a negative feedback loop by interacting with PIF4 and PIF5 and forming non-functional heterodimers that can no longer bind to DNA, thus preventing an exaggerated shade response [11].

Ultraviolet-B (UV-B) is perceived by the UV RESISTANCE LOCUS 8 (UVR8) photoreceptor [12]. Upon UV-B exposure, UVR8 monomerises and interacts with CONSTITUTIVELY PHOTOMORPHOGENIC 1 (COP1) to trigger downstream signaling [12–14]. COP1 is an E3 ubiquitin ligase that targets for proteasomal degradation transcriptional regulators that generally promote light responses and photomorphogenesis [15–17]. Interaction of activated UVR8 with COP1 leads to COP1 inactivation and thus accumulation of COP1 target proteins, such as the bZIP transcription factor ELONGATED HYPOCOTYL 5 (HY5) [13,18,19]. Stabilized HY5 is crucial for the regulation of numerous UV-B-induced genes, including those that function in UV-B acclimation and tolerance [14,20–26]. UV-B photomorphogenesis involves the inhibition of hypocotyl elongation and in general elicits opposite responses to shade signals [13,27–31]. For example, UV-B was shown to antagonize auxin signaling and suppress shade-induced hypocotyl and petiole elongation, as well as shade marker gene induction [28,32–35]. Molecularly, UVR8 activity was associated with the degradation of PIF4 and PIF5 [27,28,32,36], the key inducers of SAS [3,8,37]. It was recently postulated that COP1 directly interacts with PIF5, causing PIF5 stabilization by an unknown mechanism [32]. Active UVR8 disrupts this stabilization through interaction with COP1, triggering PIF5 instability under UV-B [32]. In parallel, UV-B-stabilized DELLA proteins may form non-DNA-binding heterodimers with PIFs and stabilized HY5 may compete with PIFs for the same promoters [28,38–41]. Notwithstanding the abovementioned studies, the molecular mechanisms by which UVR8 signaling antagonizes SAS remain poorly understood.

Here we show that UV-B-activated UVR8 leads to the stabilization of the COP1 substrate HFR1, partially accounting for the UV-B-mediated suppression of shade marker gene induction. Furthermore, our data suggest that HFR1 acts cooperatively with PIL1 in the UV-B-mediated suppression of SAS. Moreover, PIF4 and PIF5 binding to promoters of shade-induced genes is reduced under supplemental UV-B, in agreement with the activity of HFR1 as well as the degradation of PIF4 and PIF5 under these conditions.

## Results

### UVR8-dependent stabilization of HFR1 suppresses induction of shade marker genes

As HFR1 is a COP1 substrate and activated UVR8 inactivates COP1 [17,18,42–45], we hypothesized that HFR1 stability is regulated by UVR8 in response to UV-B, which may contribute to the antagonistic effect of UV-B on SAS. We thus tested the effect of UV-B and low R:FR on *HFR1* promoter-driven HFR1-HA protein levels in an *uvr8* null mutant background compared to in a wild-type background. Seven-day-old seedlings were irradiated at Zeitgeber time ZT3 with 3-h supplemental UV-B (+UVB), 3-h supplemental FR to create low R:FR (+FR), or a combination of the two treatments (+UVB+FR), and compared to seedlings maintained in white light as control (WL; -UVB-FR). Low R:FR treatment slightly increased HFR1-HA protein level, both in the absence and presence of UVR8, whereas HFR1 exhibited greater stabilization under UV-B which was UVR8 dependent (Fig 1A). Moreover, UV-B and low R:FR stabilized HFR1 in an additive manner (Fig 1A). HFR1 accumulation was associated with only a weak transcriptional activation of *HFR1* under UV-B (S1 Fig). These results indicate that active UVR8 signaling leads to post-translational HFR1 stabilization, likely through COP1 inhibition.

**Fig 1:**
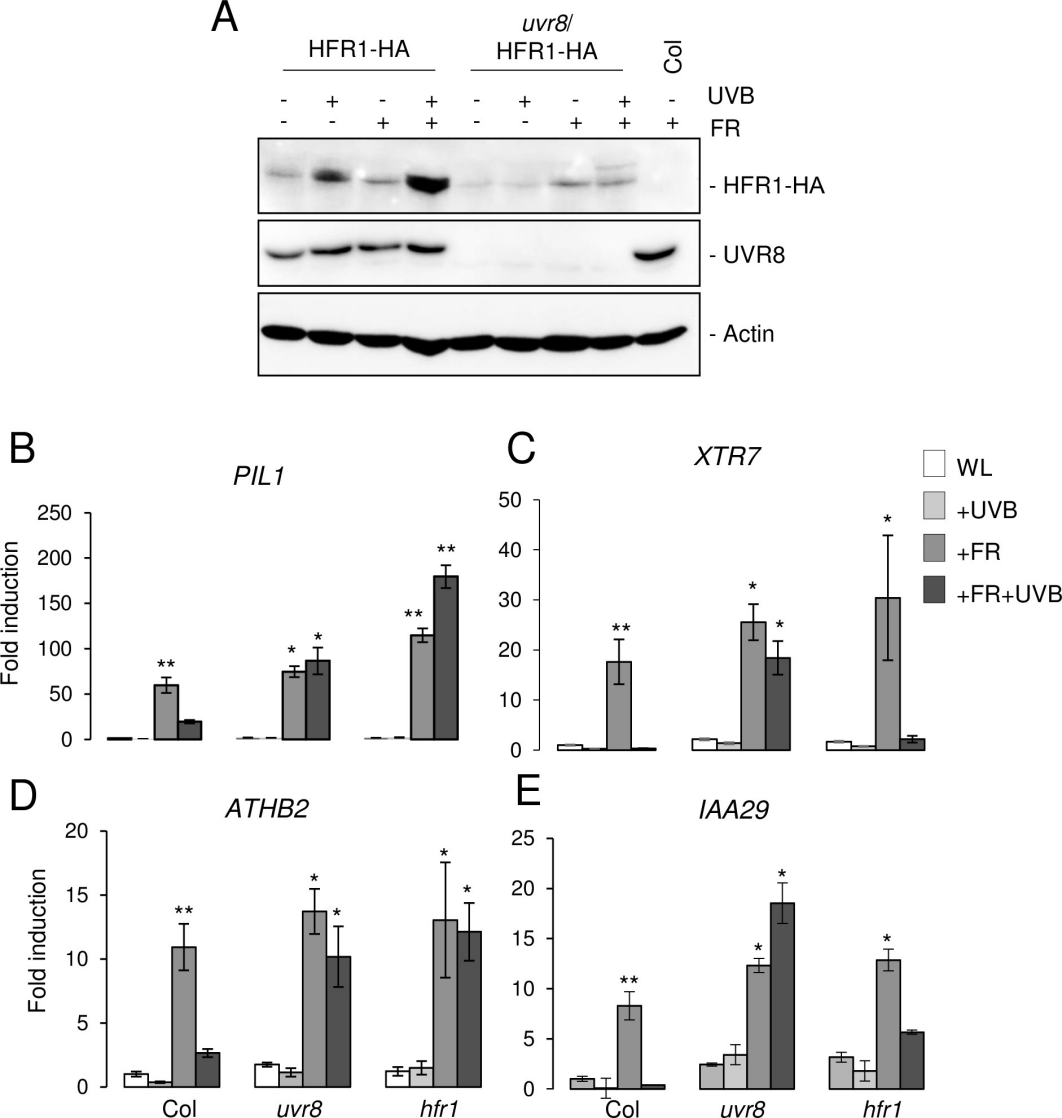
UVR8-dependent stabilization of HFR1 suppresses activation of shade marker genes. (A) Anti-HA immunoblot analysis of HFR1-HA levels in 7-day-old Col/Pro_HFR1_:HFR1-3xHA (HFR1-HA) and *uvr8-6*/Pro_HFR1_:HFR1-3xHA (*uvr8*/HFR1-HA) seedlings grown in long-day conditions under white light (WL) or white light supplemented at ZT3 with 3-h UV-B (+UVB), low R:FR (+FR), or a combination of both (+FR+UVB). Wild type (Col) is shown as negative control. The immunoblot was re-probed with anti-UVR8, as well as anti-actin as loading control. (B–E) RT-qPCR analysis of (B) *PIL1*, (C) *XTR7*, (D) *ATHB2*, and (E) *IAA29* expression in 7-day-old wild-type (Col), *uvr8-6*, and *hfr1-101* seedlings grown under white light and exposed to either UV-B (+UVB), low R:FR (+FR), or both (+FR+UVB) for 3 h or maintained under white light (WL). Error bars represent SEM of three biological replicates. Asterisks indicate a significant difference in transcript abundance compared to that under WL in each genotype (* p < 0.05; ** p < 0.01).

To test the contribution of HFR1 to UVR8-mediated suppression of low R:FR response, we analyzed shade-induced expression of shade marker genes *PIL1*, *XYLOGLUCAN ENDOTRANSGLYCOSYLASE 7* (*XTR7*), *ARABIDOPSIS THALIANA HOMEOBOX PROTEIN 2* (*ATHB2*), and *INDOLE-3-ACETIC ACID INDUCIBLE 29* (*IAA29*) in *uvr8* and *hfr1* mutants in comparison to that in wild type. In each genotype, all four tested genes showed induced expression in response to low R:FR (+FR, shade), which was strongly suppressed by supplemental UV-B (+FR+UVB) in wild type but not in *uvr8* (Fig 1B–1E). Interestingly, UV-B suppression of shade-induced *PIL1* and *ATHB2* expression was also absent in *hfr1*, comparable to that in *uvr8* (Fig 1B and 1D). However, the HFR1-dependent UV-B effect was found to be gene specific, as the other tested shade marker genes *XTR7* and *IAA29* were repressed by UV-B in *hfr1* (Fig 1C and 1E). These data show that HFR1 is required to repress a subset of shade-induced genes in response to UV-B.

### UVR8 broadly suppresses shade gene induction

To investigate the extent of UVR8- and HFR1-dependent UV-B repression of shade-induced gene expression at the genome-wide level, we performed an RNA-Seq analysis comparing *uvr8* and *hfr1* transcriptomes with that of wild type under WL, +FR, +UVB, and +FR+UVB conditions. 

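Seedlings of wild type (Col) and of the *uvr8-6* and *hfr1-101* mutants, 7 days old, were kept under WL or exposed for 3 h to +FR, +UVB or +FR+UVB. The R:FR was 4.7 under WL and 0.05 under +FR in the paper's methods, while the deposited sample descriptions also give 0.08 for +FR, and the UV-B dose rate was 0.06 mW/cm2. Each of the 12 combinations of genotype and light condition was sampled 3 times, with 30 seedlings per sample, which gave 36 libraries of single-end reads. The authors mapped the reads to TAIR10, counted them on genes and deposited the counts without normalization, together with a table of normalized counts for the genes that passed their filter. Between 9749710 and 21175260 reads per library were counted on genes, with a median of 18488977, and the group medians ran from 16721225 (*hfr1*, WL) to 20043733 (*hfr1*, +UVB). A gene with 3 counts, taken as the floor, lies between 0.128 and 0.317 CPM in these libraries, where CPM stands for counts scaled to the same library total. The counts of the 20926 genes in the authors' normalized table were scaled by edgeR's TMM method, with factors from 0.860 to 1.13, and fitted in a single negative binomial model with 1 coefficient per combination of genotype and light condition. Differences between conditions were tested with edgeR's quasi-likelihood test, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. A gene was called different at a fold change over 2 and an adjusted p under 0.05, the criteria of the paper's methods. Standard errors (SE) of log2 fold changes were derived from the test's F statistic. Expression is given below as TMM-normalized CPM, as mean ± SD of the 3 libraries of a group. The transcript of *UVR8* (AT5G63860) stayed at or under 17.0 CPM in every *uvr8* library and at or above 65.6 CPM in every other library. The *HFR1* transcript (AT1G02340) was present in *hfr1* libraries, at 109 ± 10.9 CPM (SD, n = 3) under +FR against 82.0 ± 5.72 CPM (SD, n = 3) in wild type, and at 140 ± 14.0 CPM (SD, n = 3) under +FR+UVB against 35.4 ± 1.09 CPM (SD, n = 3).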

Shade significantly induced 315, 330, and 365 genes in wild type, *uvr8*, and *hfr1*, respectively (fold change > 2 and p < 0.05, with FDR 5%), with an overlap of 204 robustly shade-induced genes (Fig 2A and 2B, S1A–S1C and S2 Tables). 

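Under +FR compared with WL, 299 genes were shade-induced in wild type, 311 in *uvr8* and 348 in *hfr1*. Of these, 194 were shade-induced in all 3 genotypes. A further 49 genes were called in wild type alone, 62 in *uvr8* alone and 69 in *hfr1* alone, while 13 were shared by wild type and *uvr8* only, 43 by wild type and *hfr1* only and 42 by *uvr8* and *hfr1* only. A test of the difference between genotypes in the effect of +FR called 0 of the 20926 genes for *hfr1* against wild type, with 598 at an unadjusted p under 0.05, and 0 for *uvr8* against wild type, with 719 at an unadjusted p under 0.05. Among the alternatives tried, leaving out the fold-change minimum moved the counts most, to 1276 genes in wild type, 1088 in *uvr8*, 1321 in *hfr1* and 665 in all 3. *PIL1* (AT2G46970), which lies on chromosome 2 of TAIR10.1 from 19295431 to 19297858, rose in wild type from 0.88 ± 0.174 CPM (SD, n = 3) under WL to 72.2 ± 13.3 CPM (SD, n = 3) under +FR. This is a log2 fold change of 6.36 (SE 0.25, adjusted p = 5.34e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the mutants, the log2 fold change of *PIL1* was 6.02 in *uvr8* and 6.47 in *hfr1*. The other 2 of the 3 largest rises in wild type, among shade-induced genes with at least 50 normalized counts under +FR and no overlap between the libraries of the 2 conditions, were those of *FLA5* (AT4G31370) and AT3G21320. All WL libraries of wild type were at or under the floor of 3 counts for both genes, so that *FLA5* was at least 17.4-fold higher under +FR and AT3G21320 at least 60.9-fold higher.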

The shade induction of 77% of the shade-induced genes (+FR versus WL) was repressed by supplemental UV-B in wild type (i.e. no or less induction under +FR+UVB versus +FR) (Fig 2A). This repression by UV-B was UVR8 dependent, as a minimal proportion of shade-induced genes was UV-B suppressed in *uvr8* mutants (<2%) (Fig 2A). 

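In wild type, 232 of the 299 shade-induced genes were lower under +FR+UVB than under +FR by the same criteria, while 67 were not. This is a share of 77.6% (95% Wilson interval 72.5% to 82.0%), an interval that covers counting error only, since genes are not independent of each other. Over all 299 genes, the median log2 fold change under +FR+UVB against +FR was -1.83, and 275 genes were lower. For 13 of them all +FR+UVB libraries were at or under the floor, and with these genes at their bound the median was -1.81. Computed within each +FR+UVB library against the mean of the +FR libraries, with a pseudocount of 0.5 CPM, the median was -1.59, -1.54 and -1.58 in the 3 replicates (SD 0.0309). The median over all 20926 genes was -0.04. Because the same +FR libraries enter both comparisons, counts were also simulated without any effect of UV-B. In the 20 simulated draws, 0% of the shade-induced genes were called repressed and the median over the wild-type list averaged -0.08, though the simulated libraries were less noisy than the real ones, with 448 shade-induced genes on average. With no gene responding to UV-B, the adjustment over all genes lets almost no gene pass, so the 0% decides little. The median does not depend on that adjustment. Scaling by library size alone, without TMM factors, moved the share most among the alternatives that kept the criteria, to 81.6%. *XTR7* (AT4G14130, chromosome 4 from 8137020 to 8138392) fell from 193 ± 27.0 CPM (SD, n = 3) to 8.37 ± 1.53 CPM (SD, n = 3), a log2 fold change of -4.52 (SE 0.30, adjusted p = 3.69e-13 from edgeR's quasi-likelihood test). *IAA29* (AT4G32280, chromosome 4 from 15583332 to 15584903) fell from 79.5 ± 9.35 CPM (SD, n = 3) to 4.46 ± 1.02 CPM (SD, n = 3), with a log2 fold change of -4.16 (SE 0.27, adjusted p = 2.08e-13 from the same edgeR test). The fall of *ATHB2* (AT4G16780, chromosome 4 from 9449114 to 9450905) was smaller, from 87.0 ± 2.16 CPM (SD, n = 3) to 33.3 ± 1.11 CPM (SD, n = 3), or -1.39 on the log2 scale (SE 0.10, adjusted p = 3.96e-12 from the same edgeR test).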

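Of the 311 shade-induced genes of *uvr8*, 4 were repressed by UV-B, a share of 1.29% (Wilson interval 0.501% to 3.26%). The share was 0% without the second +FR+UVB replicate of *uvr8* and 4.64% without the third, the widest range among the fits that left out 1 library. Apart from *XTR7*, the 4 genes were named after their values were seen: *MYB47* (AT1G18710), *CYS2* (AT2G31980) and AT3G55840. Their log2 fold changes were -1.18 for *MYB47* (adjusted p = 0.0240), -1.23 for *CYS2* (adjusted p = 0.00691), -1.26 for AT3G55840 (adjusted p = 0.0260) and -1.02 for *XTR7* (adjusted p = 0.0271, all from edgeR's quasi-likelihood test). The adjusted p of *XTR7* ran from 0.00657 to 0.233 over the alternatives, and the gene was no longer called when only the *uvr8* libraries were fitted (0.191), nor without the second or the third replicate of *uvr8* under +FR (0.0928 and 0.115) or under +FR+UVB (0.233 and 0.0521). The difference between genotypes was tested directly for the 232 genes repressed in wild type. All 232 had a higher log2 fold change in *uvr8* than in wild type, and for 220 of them the difference had an adjusted p under 0.05 over all genes tested. For 225 genes it passed when adjusted over the list alone, which is not independent evidence, since the list was chosen on these samples.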

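Of the 348 genes shade-induced in *hfr1*, 201 were lower under +FR+UVB than under +FR, and 147 were not. The share was 57.8% (Wilson interval 52.5% to 62.8%), and the odds of repression were 2.53 times higher in wild type (95% confidence interval 1.77 to 3.64, p = 7.63e-08, two-sided Fisher's exact test). Fisher's test treats the lists of the 2 genotypes as separate, although 237 genes were shade-induced in both. Of these, 147 were repressed in both genotypes, 42 in wild type only and 3 in *hfr1* only (p = 8.65e-10, two-sided exact McNemar test). In 20 simulated draws with the same UV-B effect in both genotypes, the share was higher in wild type by 2.74 percentage points on average and by 5.68 at most, against 19.8 in the data, though these libraries were less noisy than the real ones. Among 100 drawn splits of the real libraries of both genotypes, the largest difference other than the real one was 19.4 percentage points, and 16.3 where the genotypes were mixed under +FR+UVB. Measured on the 299 genes shade-induced in wild type, the median log2 fold change was -1.21 in *hfr1* (SD between replicates 0.0151) and -0.13 in *uvr8* (SD 0.190). With the 3 genes at the floor in *hfr1* set at their bound, the former remained -1.21. A difference in the UV-B effect between *hfr1* and wild type was called at an adjusted p under 0.05 for 11 of the 232 genes repressed in wild type. Adjusted over the list alone, 106 genes passed, and 120 had an unadjusted p under 0.05. The effect was weaker in *hfr1* for 215 of the 232 genes. Across the 15 fits that each left out 1 library, the count of 11 ranged from 5 to 13, with 5 without the second *hfr1* replicate under +FR or under +FR+UVB. With DESeq2 or with edgeR's likelihood ratio test it was 23.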

In *hfr1*, 58% of the shade-induced genes were repressed by UV-B treatment, which is significantly less than in wild type (Fig 2A). Indeed, among the 204 shade-induced genes common to all three genotypes, a cluster of 44 genes was found to be similarly regulated as *PIL1*: shade induced and UVB suppressed in wild type, but not in *uvr8* and *hfr1* (herein referred to as the *PIL1*-like cluster) (Fig 2C, S3 Table). 

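By the definition in the title of S3 Table, shade-induced in wild type and *hfr1* and repressed by UV-B in wild type but not in *hfr1*, 42 genes formed the *PIL1*-like cluster. Of these, 36 were also shade-induced in *uvr8*, and 0 met the criteria for repression in *uvr8* (the caption of Fig 2C also asks for repression that depends on UVR8), although 2 fell there at an adjusted p under 0.05, *ATHB2* (log2 fold change -0.42, adjusted p = 0.0203 from edgeR's quasi-likelihood test) and *BIM1* (AT5G08130, -0.43, adjusted p = 0.00953, named after its values were seen). The log2 fold changes of the cluster ran from -1.03 to -4.00 in wild type, with a median of -1.38, and from -1.40 to 0.36 in *hfr1*, with a median of -0.78. The median in *uvr8* was -0.11. In *hfr1*, 40 of the 42 values were negative and 27 genes were lower under +FR+UVB at an adjusted p under 0.05, so that not being called repressed there did not by itself show a different response. The test of that difference passed for 6 of the 42 genes over all genes tested and for 30 adjusted over the list alone, a list chosen on these samples, with 30 at an unadjusted p under 0.05. Without the first wild-type +FR+UVB replicate, or the second *hfr1* replicate under +FR or +FR+UVB, 3 genes passed. Simulated draws with equal UV-B effects gave 9.90 genes on average with the cluster's definition and 15 at most, from libraries less noisy than the real ones. In splits of the real libraries that mixed the 2 genotypes under +FR+UVB, the larger of the cluster and its opposite held up to 38 genes. The opposite list, repressed in *hfr1* and not in wild type, held 3 genes in the data and 12.6 on average in those draws. With library-size scaling the cluster held 30 genes, 19 of them among the 42. With a fold-change minimum of 1.5 it held 56 genes, 17 of them among the 42. Without a minimum it held 63, 15 of them among the 42.
*PIL1* fell in wild type to 25.6 ± 3.22 CPM (SD, n = 3) under +FR+UVB, a log2 fold change of -1.5 (SE 0.17, adjusted p = 2.43e-08 from edgeR's quasi-likelihood test). In *hfr1* it was at 130.4 ± 16.8 CPM (SD, n = 3) under +FR and 143 ± 9.65 CPM (SD, n = 3) under +FR+UVB, or 0.13 on the log2 scale (SE 0.16, adjusted p = 0.536 from the same edgeR test), and in *uvr8* at 75.0 ± 8.07 and 59.1 ± 10.0 CPM. With library-size scaling the *PIL1* value in *hfr1* turned to -0.13 and was not called either (adjusted p = 0.555, in a range over the alternatives from 0.347 to 0.862). The difference between *hfr1* and wild type was 1.63 (SE 0.24, adjusted p = 0.00141 from edgeR's quasi-likelihood test). *ST2A* (AT5G07010, chromosome 5 from 2174668 to 2176446) fell in wild type from 251 ± 61 to 15.6 ± 1.57 CPM and in *hfr1* from 421 ± 95.4 to 240.2 ± 40.9 CPM. The difference in its log2 fold changes, -4.00 against -0.81, was 3.19 (SE 0.50, adjusted p = 0.00248 from the same edgeR test). For its fall in *hfr1* the adjusted p was 0.0472, rising to 0.187 without the third +FR replicate (range over the alternatives 0.0118 to 0.187). It was over 0.05 in 9 alternatives, among them DESeq2 (0.119), the likelihood ratio test (0.0863) and the fit to the *hfr1* libraries only (0.0551). *FLP1* (AT4G31380, chromosome 4 from 15230008 to 15230382) fell from 27.8 ± 0.776 to 5.40 ± 1.12 CPM in wild type and went from 40.9 ± 12.5 to 37.6 ± 9.06 CPM in *hfr1*. The difference between log2 fold changes of -2.36 and -0.12 was 2.23 (SE 0.38, adjusted p = 0.00987 from the same edgeR test, from 0.000136 to 0.0758 over the alternatives). For *FLP1* it was lost without the second *hfr1* replicate under +FR+UVB (0.0749), the first or second *hfr1* replicate under +FR (0.0634 and 0.0588) or the first wild-type replicate under +FR+UVB (0.0758), and without the third *hfr1* replicate under +FR its *hfr1* value was 0.16.

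**Figure D1:**
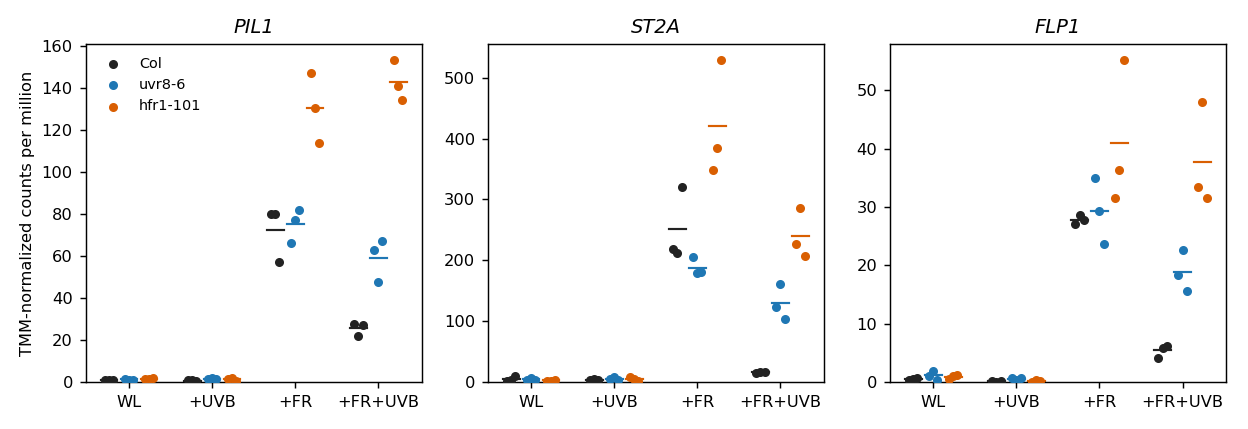
Expression of *PIL1*, *ST2A* and *FLP1* in TMM-normalized CPM (vertical axes) under WL, +UVB, +FR and +FR+UVB (horizontal axes) in Col, *uvr8-6* and *hfr1-101*, with 1 point per library and a line at the mean of 3. Under +FR+UVB the wild-type points of each gene lie below those of both mutants, and for *PIL1* the means are 25.6 in Col, 59.1 in *uvr8-6* and 143 in *hfr1-101*.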

In two independent *hfr1* mutant lines, reverse transcription quantitative PCR (RT-qPCR) analysis of two selected genes from the *PIL1*-like cluster, *SULFOTRANSFERASE 2A* (*ST2A*) and *FLOWERING PROMOTING FACTOR 1-LIKE PROTEIN 1* (*FLP1*), supported an essential role of HFR1 in the UV-B-repressive effect on their shade-induced expression (Fig 2D and 2E). Our data suggest that the antagonizing effect of UV-B on shade-responsive gene expression is broad at the genome-wide level, fully dependent on UVR8, and dependent on HFR1 for a subset of genes.

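Over all 20926 genes, the UV-B effect under +FR differed between *uvr8* and wild type for 3440 genes with a higher and 3555 with a lower value in *uvr8* (adjusted p under 0.05 for the difference). Between *hfr1* and wild type it differed for 13 genes with a higher and 1 with a lower value in *hfr1*, with 1146 at an unadjusted p under 0.05. Of the 299 genes shade-induced in wild type, 259 had a higher log2 fold change in *hfr1* and 40 a lower one. The genes repressed in both genotypes also fell less in *hfr1*, with a median of -1.77 against -2.59 in wild type over these genes. *IAA29* was among them, with -1.93 in *hfr1* (SE 0.23, adjusted p = 6.32e-08 from edgeR's quasi-likelihood test) and a difference from wild type of 2.23 (SE 0.34, adjusted p = 0.00224 from the same edgeR test). *XTR7* fell by 3.58 on the log2 scale in *hfr1* (SE 0.28, adjusted p = 1.46e-11 from the same edgeR test), and its difference from wild type did not pass (0.94, SE 0.37, adjusted p = 0.756). For *ATHB2* the fall in *hfr1* was -0.79 (SE 0.10, adjusted p = 1.52e-07 from the same edgeR test) and the difference 0.60 (SE 0.14, adjusted p = 0.120), which ran from 0.0456 with DESeq2 to 0.557 without the second *hfr1* +FR+UVB replicate. The paper proposes that UV-B counteracts responses to shade across the transcriptome, that this requires UVR8 in full, and that it requires HFR1 for part of the genes.

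**Figure D2:**
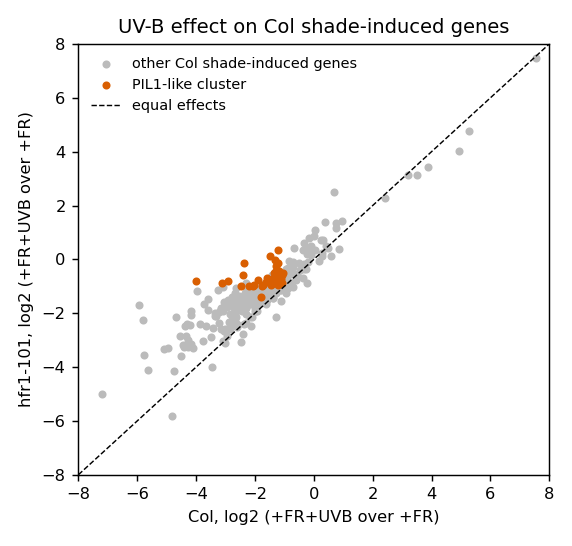
Log2 fold change under +FR+UVB against +FR in *hfr1-101* (vertical axis) and in Col (horizontal axis) for the 299 genes shade-induced in Col, with the 42 genes of the *PIL1*-like cluster in colour and a dashed line at equal effects. Of these genes, 259 lie above the line and 40 under it.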

**Fig 2:**
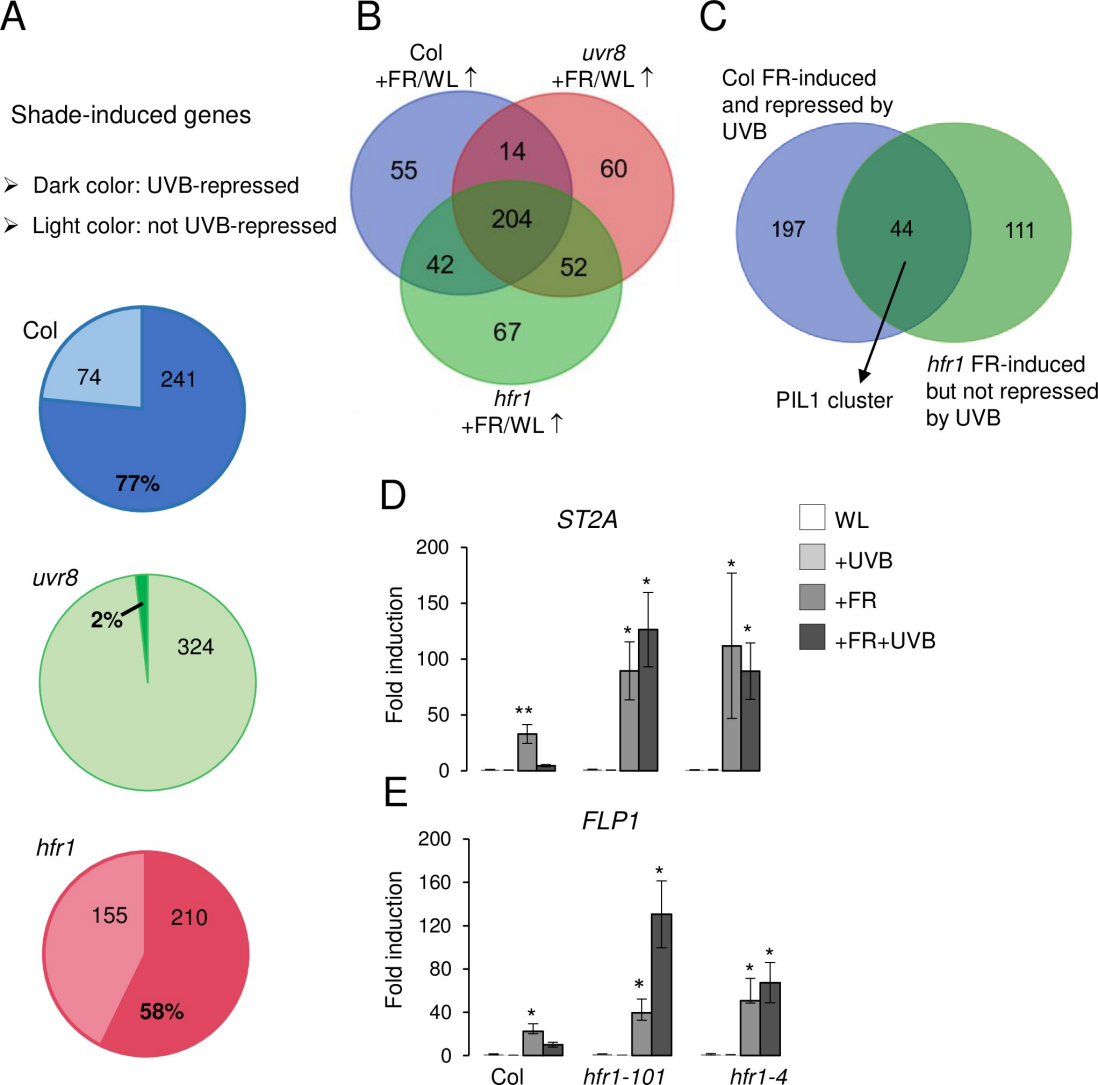
UV-B-activated UVR8 broadly suppresses shade-responsive gene expression. (A) Pie charts showing the percentage and number of shade-induced genes that are repressed by UV-B (FC > 2, adjusted pvalue < 0.05) in wild type (Col), *uvr8-6*, and *hfr1-101* seedlings. (B) Venn diagram representing the intersection between shade-induced genes in wild type (Col +FR/WL ↑), *uvr8-6* (*uvr8* +FR/WL↑), and *hfr1-101* (*hfr1* +FR/WL ↑) seedlings (FC > 2, adjusted pvalue < 0.05). (C) Venn diagram representing the intersection between shade-induced genes that are repressed by UV-B in a UVR8-dependent manner in wild type (Col) but not in *hfr1-101* (FC > 2, adjusted pvalue < 0.05). The intersection of 44 genes is referred to as the *PIL1* cluster. (D, E) RT-qPCR analysis of (D) *ST2A* and (E) *FLP1* expression in 7-day-old Col, *hfr1-101*, and *hfr1-4* seedlings grown under the indicated light conditions for 3 h. Error bars represent SEM of three biological replicates. Asterisks indicate a significant difference compared to that under WL in each genotype (* p < 0.05; ** p < 0.01).

### HFR1 and PIL1 act redundantly in UV-B suppression of shade-induced gene expression

Similar to HFR1, PIL1 is a negative regulator of shade responses and targeted for proteasomal degradation by COP1 [46,47]. As *PIL1* is not UV-B repressed in *hfr1* mutants, we tested whether PIL1 plays a redundant role with HFR1, particularly in the regulation of the subset of genes that are UV-B repressed in an HFR1-independent manner, as exemplified by the *FAR-RED-ELONGATED HYPOCOTYL1-LIKE* (*FHL*) gene. 

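*FHL* (AT5G02200) lies on chromosome 5 of TAIR10.1 from 437365 to 439019. In the sequenced libraries of wild type it was at 2.28 ± 0.472 CPM (SD, n = 3) under WL, 4.95 ± 0.351 CPM (SD, n = 3) under +FR and 0.80 ± 0.374 CPM (SD, n = 3) under +FR+UVB. The log2 fold change under +FR was 1.12 in wild type (SE 0.39, adjusted p = 0.0705 from edgeR's quasi-likelihood test, unadjusted p = 0.00846), 1.01 in *uvr8* (adjusted p = 0.130) and 1.79 in *hfr1* (adjusted p = 0.00274). The adjusted p for wild type ran from 0.0141 when only wild-type libraries were fitted to 0.226 without the second wild-type WL replicate. It was under 0.05 also with DESeq2 (0.0429), edgeR's likelihood ratio test (0.0485), edgeR's current quasi-likelihood method (0.0313), and without the first *uvr8* +UVB replicate (0.0440) or the second or the third *hfr1* +UVB replicate (0.0164 and 0.0356). Under +FR+UVB against +FR, *FHL* fell by 2.62 on the log2 scale in wild type (SE 0.44, adjusted p = 1.26e-05 from edgeR's quasi-likelihood test). In *hfr1* it went from 7.52 ± 0.534 CPM (SD, n = 3) to 1.97 ± 0.0321 CPM (SD, n = 3), or -1.93 on the log2 scale (SE 0.40, adjusted p = 0.000187 from the same edgeR test). The difference between these effects was 0.70 (SE 0.59, adjusted p = 0.999, unadjusted p = 0.251 from the same edgeR test). In *uvr8* the log2 fold change was -0.07 (SE 0.38), turning to 0.057 without the third *uvr8* +FR+UVB replicate, and its difference from wild type was 2.56 (SE 0.58, adjusted p = 0.00112 from the same edgeR test). The *pil1* mutants were not sequenced.

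**Figure D3:**
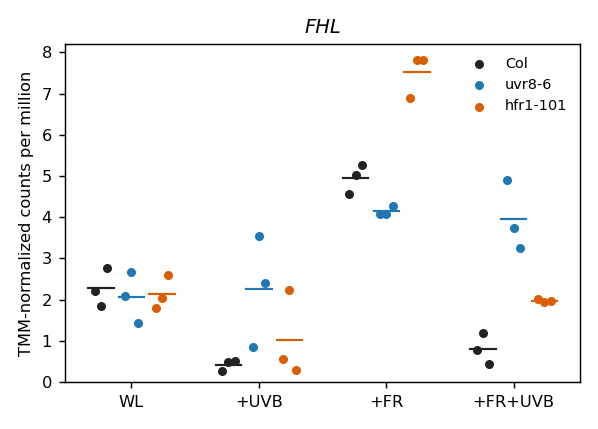
Expression of *FHL* in TMM-normalized CPM (vertical axis) under the 4 light conditions (horizontal axis) in Col, *uvr8-6* and *hfr1-101*, with 1 point per library and a line at the mean of 3. The means under +FR are 4.95 in Col and 7.52 in *hfr1-101*, and under +FR+UVB 0.80 and 1.97.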

In agreement with the RNA-Seq data, *FHL* expression was induced under +FR and this expression induction was repressed by UV-B under +FR+UVB in wild type as well as in *pil1* and *hfr1* single mutants, although to a reduced extent in the latter (Fig 3A). By contrast, however, *FHL* shade-induced expression was not reduced by UV-B in the *hfr1 pil1* double mutant (Fig 3A). This was observed to a much lesser extent for two further HFR1-independent marker genes, *YUCCA8* (*YUC8)* and *GH3*.*3* (S2A and S2B Fig). *PIL2*, a marker gene for which the UV-B-repressive effect on its shade-induced expression depends on HFR1, was typically repressed in the *pil1* single mutant but hyper-induced in the *hfr1 pil1* double mutant under +FR+UVB (Fig 3B). These results show that HFR1 and PIL1 play a redundant role in the UV-B repression of, at least, shade-induced *FHL* expression.

**Fig 3:**
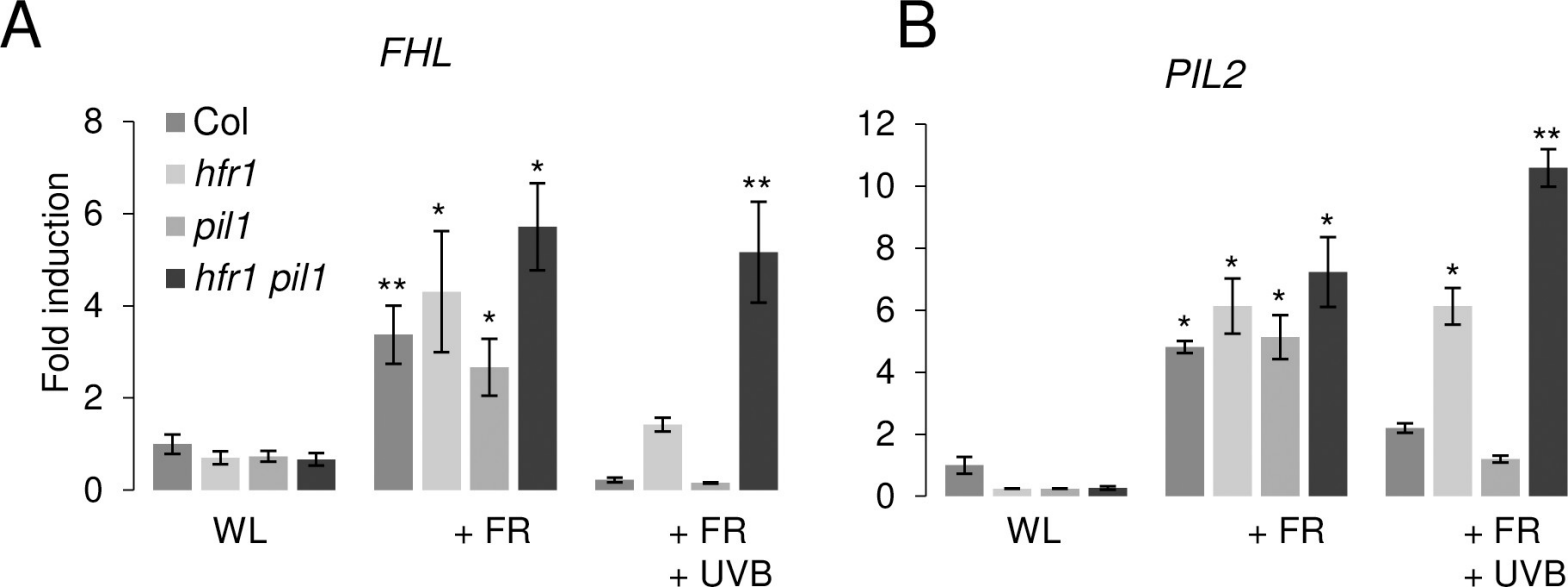
PIL1 and HFR1 act redundantly in UVR8-mediated repression of shade-induced *FHL* and *PIL2* expression. (A, B) RT-qPCR analysis of (A) *FHL* and (B) *PIL2* expression in 7-day-old seedlings of wild type (Col), *hfr1-101*, *pil1-6*, and *hfr1-101 pil1-6* grown under constant white light (WL) and transferred to the indicated experimental light conditions for 3 h. Error bars represent SEM obtained from three biological replicates. Asterisks indicate the statistical significance compared to WL in each genotype (* p < 0.05; ** p < 0.01).

### UVR8 negatively regulates PIF4 and PIF5 levels and chromatin association

In order to understand how activated UVR8 may affect the key shade-response regulators PIF4 and PIF5, we tested the effect of UV-B on protein levels of PIF4-HA and PIF5-HA expressed under the constitutive CaMV 35S-promoter. In agreement with previous data [8,28], PIF4-HA and PIF5-HA accumulated under low R:FR (+FR) and UV-B severely decreased their protein abundances under +FR+UVB conditions (Fig 4A and 4B). UV-B-induced PIF4 and PIF5 degradation was shown to be UVR8 dependent, as their levels were not reduced in the absence of UVR8 (Fig 4A and 4B).

**Fig 4:**
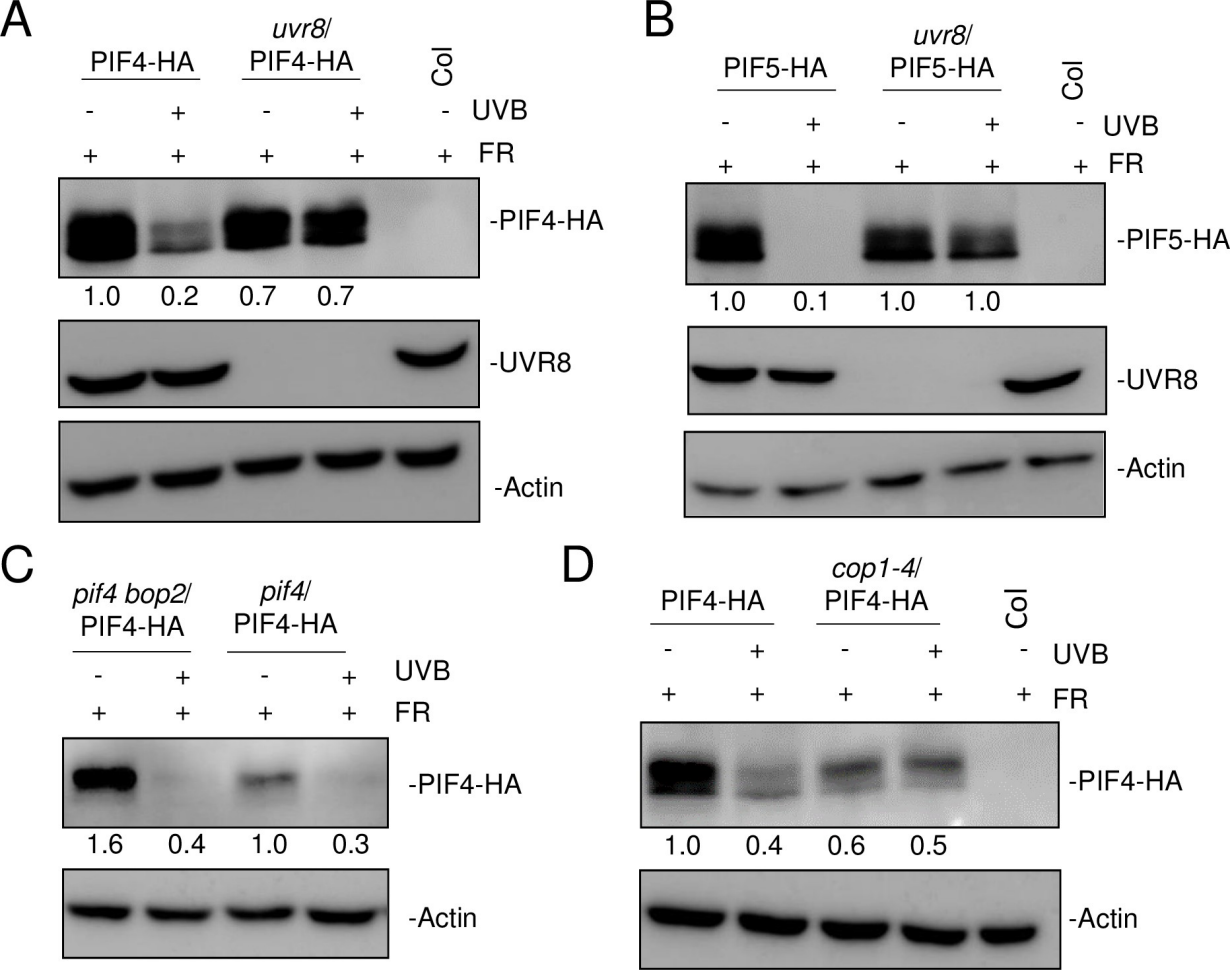
UVR8 induces PIF4 and PIF5 degradation in response to UV-B, independently of BOP2. Anti-HA immunoblot analysis of HA-tagged PIF4 and PIF5 proteins in 7-day-old seedlings grown in long-day conditions under white light and exposed to low R:FR with (+) or without (-) 3-h supplemental narrowband UV-B at ZT3. Wild type (Col) is shown as negative control. (A) PIF4-HA protein levels were analyzed in Col/Pro_PIF4_:PIF4-3xHA (PIF4-HA) and *uvr8-6*/Pro_PIF4_:PIF4-3xHA (*uvr8*/PIF4-HA). (B) PIF5-HA protein levels were analyzed in Col/Pro_PIF5_:PIF5-3xHA (PIF5-HA) and *uvr8-6*/Pro_PIF5_:PIF5-3xHA (*uvr8*/PIF5-HA). (C) PIF4-HA protein levels were analyzed in *pif4-101*/Pro_PIF4_:PIF4-3xHA (*pif4*/PIF4-HA) and *pif4-101 bop2-2*/Pro_PIF4_:PIF4-3xHA (*pif4 bop2*/PIF4-HA). (D) PIF4-HA protein levels were analyzed in Col/Pro_PIF4_:PIF4-3xHA (PIF4-HA) and *cop1-4*/Pro_PIF4_:PIF4-3xHA (*cop1-4*/PIF4-HA). Blots were re-probed with anti-UVR8 (A and B) as well as anti-actin as loading control (A–D). Numbers under lanes indicate relative band intensities.

We used *pif4*/PIF4-HA and *pif4 bop2*/PIF4-HA lines to determine whether the BOP2 E3 ubiquitin ligase [48] was involved in UV-B-induced PIF4 degradation. However, although higher levels of PIF4-HA were detected in the absence of *BOP2* under +FR conditions as expected, supplemental UV-B severely decreased PIF4-HA levels in both the *bop2* and wild-type backgrounds (Fig 4C). Moreover, PIF4-HA levels were reduced in *cop1-4* mutants compared to that in a wild-type background under +FR, but no UV-B effect could be detected in *cop1-4* in agreement with the role of COP1 in UV-B signaling (Fig 4D) [14]. Furthermore, *PIF4* and *PIF5* expression levels were found to be downregulated by UV-B in a UVR8-dependent but HFR1-independent manner (S3A and S3B Fig). Our data suggest that activated UVR8 is responsible for the decrease in PIF4 and PIF5 levels under +FR+UVB conditions, which, at least in the case of PIF4, is independent of the E3 ubiquitin ligase BOP2.

In response to shade, PIF4 and PIF5 are known to directly bind to G-boxes in the promoters of shade-regulated genes. *PIL1* and *XTR7* are among those genes known to be direct targets of PIF4 and PIF5 [11,49,50]. Chromatin immunoprecipitation (ChIP) assays showed that UV-B, in a UVR8-dependent manner, abolished PIF4 and PIF5 association with regions of the *PIL1*, *XTR7* and *HFR1* promoters that contain G-boxes (Fig 5 and S4 Fig). Collectively, our data suggest that UVR8 signaling impairs PIF4 and PIF5 activities by eliciting their degradation.

**Fig 5:**
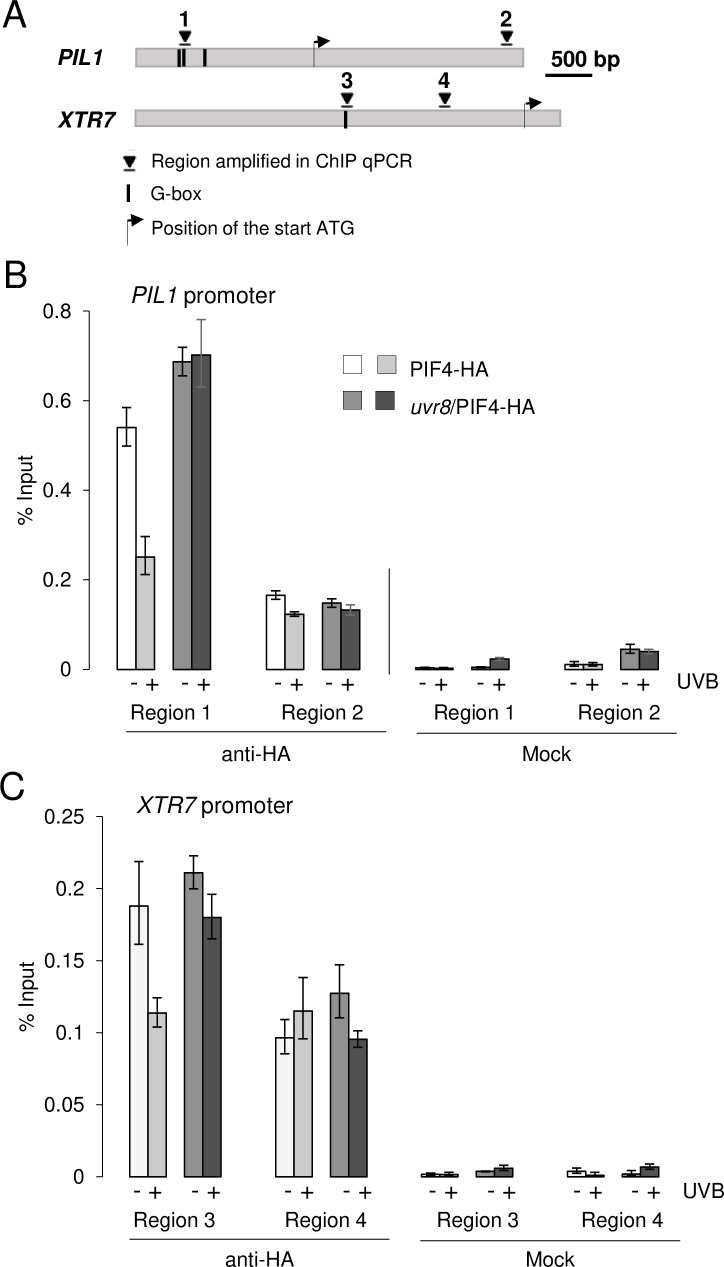
UV-B impairs PIF4 binding to shade marker genes’ promoters in a UVR8-dependent manner. (A) Schematic representation of *PIL1* and *XTR7* with G-boxes and regions amplified in ChIP-qPCR indicated. (B, C) PIF4-HA chromatin association in Col/Pro_PIF4_:PIF4-3xHA (PIF4-HA) and *uvr8-6*/Pro_PIF4_:PIF4-3xHA (*uvr8*/PIF4-HA). Ten-day-old seedlings were grown in long-day conditions under white light and exposed to low R:FR with (+) or without (-) 3-h supplemental narrowband UV-B at ZT3. ChIP-qPCR was performed for (B) *PIL1* and (C) *XTR7* promoters. ChIP data are presented as the percentage recovered from the total input DNA (% Input). Data shown are representative of three independent biological replicates (see S5A–S5D Fig). Error bars represent SD of three technical replicates. Immunoprecipitated DNA was quantified by qPCR using primers in the promoter regions containing G-boxes (region 1, Pro_PIL1_-1417_; region 3, Pro_XTR7_-197_) or control regions without G-boxes (region 2, Pro_PIL1_+1816_; region 4, Pro_XTR7_-664_).

### HFR1 is not involved in the UV-B-mediated downregulation of PIF4 and PIF5

We further tested whether HFR1 could affect the regulation of PIF4 and/or PIF5 protein levels, similar to what has been previously suggested for PIF1 and HFR1 [51]. However, in an *hfr1* background, PIF4-HA accumulation under +FR and degradation under +FR+UVB were comparable to that in the wild-type background (Fig 6A and 6B). In agreement, ChIP experiments showed that PIF4-HA chromatin association was reduced in both the *hfr1* and wild-type backgrounds under +FR+UVB compared to that under +FR (Fig 6C). Although the effect seems reduced in *hfr1* mutants, which would be in agreement with the known activity of HFR1 heterodimerizing with PIF4 and PIF5 [11], this has only been clearly observed in two out of three independent repetitions (Fig 6C, and S5E and S5F Fig). Notwithstanding this, these results illustrate that HFR1 is not required for the UVR8-mediated destabilization of PIF4 and PIF5. Thus, the absence of a UV-B effect on the shade-induced expression of *PIL1* in *hfr1* implies that the transcriptional regulation of *PIL1* and likely *PIL1*-like cluster genes involves additional molecular players.

**Fig 6:**
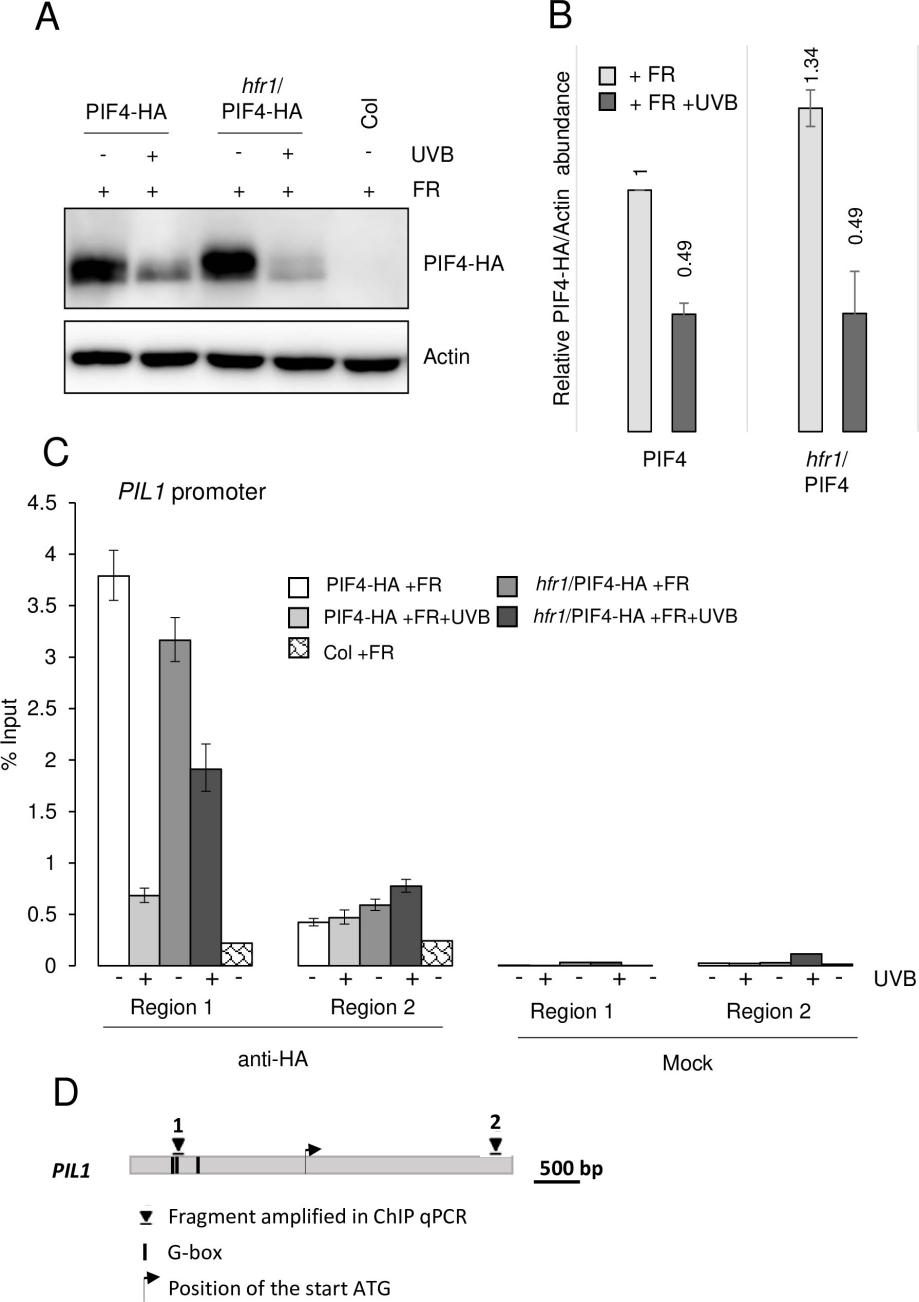
UV-B-induced PIF4 degradation and reduced association with shade marker genes’ promoters is independent of HFR1. (A) Anti-HA immunoblot analysis of PIF4-HA in 7-day-old seedlings grown in long-day conditions under white light and exposed to 3-h low R:FR (+FR) at ZT3 in the presence (+UVB) or absence of supplemental UV-B (-UVB). Wild type (Col) treated with low R:FR is shown as negative control. PIF4-HA protein levels were analyzed in Col/Pro_PIF4_:PIF4-3xHA (PIF4-HA) and *hfr1-101*/Pro_PIF4_:PIF4-3xHA (*hfr1*/PIF4-HA). Blot was re-probed with anti-actin as loading control. (B) Quantification of the immunoblot shown in (A). Error bars represent SD of three biological replicates. (C) Chromatin association of PIF4-HA in 10-day-old Col/Pro_PIF4_:PIF4-3xHA (PIF4-HA) and *hfr1-101*/Pro_PIF4_:PIF4-3xHA (*hfr1*/PIF4-HA) seedlings grown in long-day conditions under white light and exposed at ZT3 to 3-h low R:FR with (+) or without (-) supplemental UV-B. Col was included as negative control. ChIP-qPCR was performed for the *PIL1* promoter. ChIP of DNA associated with PIF4-HA is presented as the percentage recovered from the total input DNA (% Input). Data shown are representative of two independent biological replicates (see S5E and S5F Fig). Error bars represent SD of three technical replicates. Immunoprecipitated DNA was quantified by qPCR using primers in the promoter region containing a G-box (region 1, Pro_PIL1_-1417_) or control region without a G-box (region 2, Pro_PIL1_+1816_). (D) Schematic representation of *PIL1* with G-boxes and regions amplified in ChIP-qPCR indicated.

## Discussion

UV-B provides an unequivocal signal for sunlight exposure that inhibits SAS, which is applicable such as upon emergence of plant tissues from a canopy. UV-B perceived by UVR8 broadly suppresses shade-induced gene expression, and inhibits shade-induced hypocotyl and petiole elongation [28,33, and this work]. This study further shows that UVR8-mediated inhibition of the E3 ubiquitin ligase COP1 results in the stabilization of its target protein HFR1, a negative regulator of PIF4 and PIF5 transcription factors. In addition to PIF4 and PIF5 degradation, this mechanism involving HFR1 strongly contributes to UV-B-mediated SAS suppression. Our observations thus identify HFR1 as a molecular effector of UVR8 photoreceptor signaling to antagonize plant shade avoidance.

PIF4 and PIF5 are key bHLH proteins for elongation growth, particularly in response to elevated temperature and shade [4,6,52,53]. The regulation of PIF4 and PIF5 includes their direct interaction with phytochrome and cryptochrome photoreceptors, as well as their light-dependent degradation [8,9,54–56]. Recently, the CUL3^BOP2^ E3 ubiquitin ligase complex was shown to ubiquitinate PIF4, thus targeting it for proteasomal degradation [48]. PIF5, on the other hand, has recently been shown to be stabilized by the CUL4^COP1-SPA^ E3 ubiquitin ligase complex in the dark and in shade, whereas CUL4^COP1-SPA^ promotes PIF5 ubiquitination in response to red light [32,57]. Interestingly, activated UVR8 was found to disrupt COP1 stabilization of PIF5 in shade, which contributes to PIF5 ubiquitination and degradation under UV-B [27,28,32]. In contrast to phytochrome and cryptochrome mechanisms involving direct protein-protein interactions with PIF4 and PIF5, no direct interaction has been detected between these transcription factors and UVR8 [28,32]. Moreover, whereas UVR8 is known to interact with and inhibit COP1 in response to UV-B [13,17,18], which is linked to PIF5 destabilization [32], our data suggest that PIF4 degradation under UV-B is independent of BOP2, despite clear stabilization of PIF4-HA in the *bop2* background under our growth conditions that is in agreement with previously published data [48]. As PIF4 levels are also reduced in *cop1-4* mutants and no additional UV-B-mediated degradation is detectable in the absence of functional COP1, COP1-mediated stabilization of PIF4 may be similarly disrupted by activated UVR8, as previously suggested for PIF5 [32]. It is interesting to note that UV-B-mediated degradation of PIF4 is temperature dependent in that it was observed at 20°C but not at the elevated temperature of 28°C in previous work [36]. Notwithstanding this, the E3 ubiquitin ligase for PIF4 and PIF5 ubiquitination and proteasomal degradation under UV-B remains to be identified.

The UVR8 photoreceptor contains a functionally relevant C-terminal domain with a domain that mimics the COP1 interaction domains of COP1 substrates, including that of HFR1 [18,45,58]. Activation of UVR8 results in high-affinity cooperative binding of COP1 through its VP motif and its photosensory domain, which prevents binding of COP1 to HFR1 and thus results in HFR1 stabilization under UV-B [18]. Stabilized HFR1 inhibits the remaining non-degraded PIF4 and PIF5 pool under UV-B through heterodimer formation and inhibition of their binding to DNA [11], thus contributing to the antagonizing effect of UVR8 on both thermomorphogenesis as well as shade responses [36, and this work]. In addition to the two post-translational mechanisms of regulating PIF4 and PIF5 activities, namely degradation and stabilization of the negative regulator HFR1, *PIF4* and *PIF5* are also transcriptionally repressed by UVR8 and COP1 in response to UV-B [28,32,36] (S3 Fig). The resulting repression of PIF4 and PIF5 activities results in repression of auxin synthesis and responses causing reduced hypocotyl and petiole elongation, thus underlying how UV-B strongly antagonizing SAS and thermomorphogenesis [7,28,34,36].

*PIL1* is an early shade-responsive gene encoding the bHLH transcription factor PIL1, which is also targeted for ubiquitination and degradation by COP1 [11,47,59]. Although PIL1 is a well-established negative regulator of SAS, its mechanism of action remains poorly understood. PIL1 was found to interact with PIF5 and to form a negative feedback loop regulating the activity of its own promoter [46]. However, whether PIL1 competes with PIFs for binding to the same G-boxes or forms non-DNA-binding heterodimers, similar to HFR1, remains elusive [46,47]. Independent of the mechanistic aspects, we show that shade-induced *PIL1* expression is UV-B repressed in the absence of HFR1. Interestingly, we find that PIL1 acts in partial redundancy with HFR1 to repress shade marker genes in the presence of UV-B (Fig 3). Additional atypical bHLH transcription regulators could be involved in the UV-B suppression of shade responses, such as PHYTOCHROME RAPIDLY REGULATED 1 (PAR1) and PAR2, which are negative regulators of SAS with similar activities as HFR1 [60–62].

Collectively, we show that activated UVR8 broadly represses SAS, and that this is associated with negative regulation of PIF4 and PIF5 protein levels and activities, the latter likely involving HFR1 and PIL1 as inhibitors of PIF4 and PIF5. The involvement of additional PIF4 and/or PIF5 inhibitors in UVR8 repression of SAS remains to be investigated. In addition to the exposure of plants to full sunlight, SAS is also inhibited by sunflecks through phytochrome-, cryptochrome- and UVR8-mediated induction of the bZIP transcription factors HY5 and HYH [63,64]. The involvement of PIF4 and PIF5, as well as HFR1, under such conditions remains to be investigated and will contribute to our mechanistic understanding of SAS repression by a complex photoreceptor and signaling network.

## Materials and methods

### Plant material and generation of transgenic lines

The *uvr8-6* [13], *cop1-4* [65], *hfr1-101* (formerly *rsf1*) [66], *hfr1-4* [67], and *pil1-6* [46] mutants are in the Columbia (Col) accession. The *hfr1-101 pil1-6* double mutant was generated by genetic crossing followed by PCR genotyping of F2 plants (S4 Table).

*hfr1-101/*Pro_HFR1_:HFR1-3xHA, *pif5-1*/Pro_PIF5_:PIF5-3xHA, *pif4-101*/Pro_PIF4_:PIF4-3xHA, and *pif4-101 bop2-2*/Pro_PIF4_:PIF4-3xHA transgenic lines were described before [36, 48, 68]. *cop1-4*/Pro_PIF4_:PIF4-3xHA, *uvr8-6/*Pro_PIF4_:PIF4-3xHA, and *uvr8-6/*Pro_PIF5_:PIF5-3xHA were generated by genetic crossing.

### Growth conditions and light treatments

Arabidopsis seeds were surface sterilized with sodium hypochlorite and grown on half-strength Murashige and Skoog basal salt medium (MS; Duchefa) containing 1% (wt/vol) phytagel (Sigma) and 1% (wt/vol) sucrose in either a 16-h/8-h light/dark cycle or continuous light, as indicated.

For gene expression analysis, seeds were stratified for at least 2 days at 4°C and were germinated at 22°C in a standard growth chamber (Percival Scientific) that contains LED lampbanks (CLF floralLED series, CLF Plant Climatics) under constant white light (R:FR = 4.7) of 60 μmol m^-2^ s^-1^ overall intensity measured using a LI-COR 250A light meter (LI-COR Biosciences). For low R:FR treatments, PAR remained constant with enrichment in FR provided by supplementary FR LEDs resulting in a R:FR ratio of 0.05. Supplementary UV-B was provided by Philips TL20W/01RS narrowband tubes (0.06 mW cm^−2^ s^-1^; measured with a VLX-3W Ultraviolet Light Meter equipped with a CX-312 sensor, Vilber Lourmat). The UV-B range was modulated by the use of 3-mm transmission cut-off filters of the WG series (Schott Glaswerke).

For immunoblot analysis and ChIP assays, seeds were stratified for at least 2 days at 4°C and were germinated at 22°C in a standard growth chamber (MLR-350, Sanyo, Gunma, Japan) with 60 μmol m^-2^ s^-1^ white light and a 16-h/18-h light/dark cycle for 7 and 10 days, respectively. On day 7 or 10 at Zeitgeber Time 3 (ZT3), seedlings were transferred into a Percival growth chamber for a 3-h treatment under low R:FR (0.05) with or without supplemental UV-B (0.06 mW cm^−2^ s^-1^).

### Hypocotyl length measurements

Measurement of hypocotyl length was performed by ImageJ software (https://imagej.nih.gov/ij/). A minimum of 40 seedlings were measured per treatment and genotype, with at least two independent experimental repetitions. For each experiment, ANOVA type I statistical analysis was performed followed by Tukey HSD’s post-hoc test. Letters were assigned to each statistically similar group with p > 0.05.

### Protein extraction and immunoblot analysis

Total proteins were extracted from Arabidopsis seedlings in extraction buffer (50mM Tris-HCl pH 7.6, 150mM NaCl, 5mM MgCl_2_, 30% (v/v) glycerol, 10μM MG132, 10μM 3,4-dichloroisocoumarin, 1% (v/v) Sigma protease inhibitor cocktail, 0.1% (v/v) Igepal). Total protein was quantified by Bio-Rad Protein Assay (Bio-rad). Proteins were separated by SDS-PAGE and transferred to PVDF membranes according to the manufacturer’s instructions (Bio-rad). Anti-HA (HA.11, Covance), anti-actin (Sigma-Aldrich), and anti-UVR8^(426–440)^ [13] were used as primary antibodies, with horseradish peroxidase (HRP)-conjugated anti-mouse and anti-rabbit immunoglobulins used as secondary antibodies. Chemiluminescent signals were generated by using an Amersham ECL Select Western Blotting Detection Reagent kit (GE Healthcare, Little Chalfont, UK) and detected with an ImageQuant LAS 4000 mini CCD camera system (GE Healthcare).

### Reverse transcription quantitative PCR

Arabidopsis total RNA was isolated with Plant RNeasy kit (Qiagen) and treated with DNaseI according to the manufacturer’s instructions. cDNA synthesis and quantitative PCR (qPCR) using PowerUpSYBR Green Master Mix reagents (Applied Biosystems) and a QuantStudio 5 real-time PCR system (Thermo Fisher Scientific) were performed as previously described [69]. Gene-specific primers used for *PIL1*, *XTR7*, *ATHB2*, *IAA29*, *ST2A*, *FLP1*, *FHL*, *PIL2*, *HFR1*, *GH3*.*3*, *YUC8*, *PIF4*, *PIF5*, and *PP2A* (reference gene) are listed in S4 Table. Expression values were calculated using the ΔΔCt method [70] and normalized to that in the wild type. Each reaction was performed in technical triplicates; data shown are from three independent biological repetitions.

### RNA-seq analysis

RNA quality control, library preparation using TruSeqUD Stranded mRNA (Illumina), and sequencing on an Illumina HiSeq 2500 system using 100-bp single-end reads protocol were performed at the iGE3 genomics platform of the University of Geneva. Quality control was performed with FastQC v.0.10.2. Reads were mapped to Arabidopsis TAIR-10 genome using TopHat v2.0.13, resulting in an average alignment rate of approximately 92%. The BAM files were further processed with PicardTools v1.80 and counts obtained using HTSeq v.0.6.1. 

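Of the genes in the deposited counts, 7194 have 0 counts in all libraries, and the authors' normalized table covers 62.3% of the genes. The genes in that table hold between 99.97% and 99.98% of the counts of each library. Its values equal the raw counts scaled by edgeR's TMM factors, with a largest relative difference of 0.0283%. A filter by edgeR's filterByExpr function kept 20867 genes, and 26408 genes had at least 1 count. The number of genes shade-induced in wild type was 292 with either.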

Counts were filtered for lowly expressed genes (to 20,926 genes) and normalized according to library size. Normalization and differential expression analysis was performed with the R/Bioconductor package edgeR v.3.4.2.

Differentially expressed genes were estimated using a GLM approach (General Linear Model), negative binomial distribution and a quasi-likelihood F-test. Pairwise comparisons (GLM, quasi-likelihood F-test) were performed on the filtered dataset with 2 factors defined (genotype and condition). Genes with a fold change > 2 and p < 0.05 (with FDR 5%) were considered differentially expressed. For further analysis, data sets were filtered for genes differentially expressed in response to UV-B in the wild type but not in *uvr8*. 

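Under +FR+UVB against +FR, 1731 genes were higher and 1785 lower in wild type, 129 and 50 in *uvr8*, and 1383 and 1394 in *hfr1*. How evenly the genes of wild type divide depends on the scaling: with library size alone, 1140 genes were higher and 3063 lower. Relative to TMM, that scaling moved the median of all genes in wild type to -0.31. The 3 largest rises in wild type among called genes with at least 50 normalized counts and no overlap between libraries were those of AT1G64340, at least 33.4-fold, *ELIP2* (AT4G14690), with a log2 fold change of 9.26, and AT1G11230, at least 24.5-fold. The 3 largest falls were those of AT2G17740 (-5.98), *CYP78A7* (AT5G09970, -5.76) and *ACS8* (AT4G37770, -5.63). AT2G17740 was not called without the third wild-type +FR replicate (-3.98, adjusted p = 0.206 from edgeR's quasi-likelihood test) or without any single one of the wild-type +FR+UVB replicates (0.0708, 0.0753 and 0.0694), in a range over the alternatives from 0.00152 to 0.206.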

Venn diagrams were generated using a webtool (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Chromatin immunoprecipitation (ChIP) assays

Chromatin was immunoprecipitated with polyclonal ChIP-grade anti-HA antibodies (Abcam), as previously described [23,25]. ChIP-qPCR data were obtained using PowerUP SYBR Green Master Mix Kit and a QuantStudio 5 Real-Time PCR system (Applied Biosystems), with primers as listed in S4 Table. qPCR data were analyzed according to the percentage of input method [71]. Technical error bars represent standard deviation and were calculated according to the Applied Biosystems user manual.

## Supporting information

S1 Fig *HFR1* expression in response to UV-B. (A) RT-qPCR analysis of *HFR1* expression in 4-day-old wild-type (Col) seedlings exposed to narrowband UV-B for 1 and 3 hours (1-h/3-h UVB) or not (WL). Error bars represent SEM of three independent biological replicates. Asterisks indicate a significant increase in transcript abundance compared to that under WL (*p < 0.05). (B) RT-qPCR analysis of *HFR1-3xHA* expression in 4-day-old seedlings of Col/Pro_HFR1_:HFR1-3xHA (HFR1-HA) and *uvr8-6*/Pro_HFR1_:HFR1-3xHA (*uvr8*/HFR1-HA) grown under white light (WL). Error bars represent SE of three independent biological replicates.
(PDF) Click here for additional data file.

S2 Fig PIL1 and HFR1 act redundantly in UVR8-mediated repression of shade-induced *YUC8* and *GH3*.*3* expression. (A, B) RT-qPCR analysis of (A) *YUC8* and (B) *GH3*.*3* expression in 7-day-old wild-type (Col), *hfr1-101* (*hfr1*), *pil1-6* (*pil1*), and *hfr1-101 pil1-6* (*hfr1pil1*) seedlings grown under white light (WL) and exposed to 3-h low R:FR (+FR) or to 3-h low R:FR with supplemental UV-B (+FR +UVB), compared to seedlings maintained under WL as control. Error bars represent SEM of three independent biological replicates. Asterisks indicate a significant difference in transcript abundance compared to that under WL in each genotype (* p < 0.05; ** p < 0.01). (C) Hypocotyl length measurements of Col, *hfr1*, *pil1*, and *hfr1 pil1* seedlings grown in long-day conditions for 3 days before being transferred to WL, +UVB, +FR, and +FR+UVB for 4 days. Data represent mean length ± SE (n ≥ 40).
(PDF) Click here for additional data file.

S3 Fig HFR1 does not play a role in UVR8-dependent transcriptional repression of *PIF4* and *PIF5* under UV-B. (A, B) RT-qPCR analysis of (A) *PIF4* and (B) *PIF5* expression in 7-day-old wild-type (Col), *uvr8-6*, and *hfr1-101* seedlings grown under white light (WL) and exposed to supplemental 3-h UV-B (+UVB), low R:FR (+FR), or low R:FR and UV-B (+FR+UVB) compared to seedlings maintained under WL as control. Error bars represent SEM of three independent biological replicates. Asterisks indicate a significant difference in transcript abundance compared to that of WL in each genotype (* p < 0.05; ** p < 0.01).
(PDF) Click here for additional data file.

S4 Fig UV-B represses PIF5 binding to promoters of shade marker genes. (A, B) PIF5-HA chromatin association in Col/Pro_PIF5_:PIF5-3xHA (PIF5-HA). Ten-day-old seedlings were grown in long-day conditions under white light and exposed at ZT3 to 3-h low R:FR with or without supplemental narrowband UVB. ChIP-qPCR was performed for (A) *PIL1* and (B) *HFR1* promoters. The numbers of the analyzed DNA fragments indicate the positions of the 5’ base pair of the amplicon relative to the translation start site (referred to as position +1). Fragments designated as Pro_PIL1_-1417_ and Pro_HFR1_-1689_ contain a G-box, whereas Pro_PIL1_+1816_ and Pro_HFR1_-202_ are devoid of a G-box. ChIP of DNA associated with PIF5-HA is presented as the percentage recovered from the total input DNA (% Input). Data shown are representative of three independent biological replicates. Error bars represent SD of three technical replicates.
(PDF) Click here for additional data file.

S5 Fig Independent repetitions of ChIP data related to Fig 5B and 5C and Fig 6C. (A-D) PIF4-HA chromatin association in Col/Pro_PIF4_:PIF4-3xHA (PIF4-HA) and *uvr8-6*/Pro_PIF4_:PIF4-3xHA (*uvr8*/PIF4-HA). Ten-day-old seedlings were grown in long-day conditions under white light and exposed to low R:FR with (+) or without (-) 3-h supplemental narrowband UV-B at ZT3. ChIP-qPCR was performed for (A,B) *PIL1* (repetitions of data shown in Fig 5B) and (C,D) *XTR7* promoters (repetitions of data shown in Fig 5C). (E,F) Chromatin association of PIF4-HA in 10-day-old Col/Pro_PIF4_:PIF4-3xHA (PIF4-HA) and *hfr1-101*/Pro_PIF4_:PIF4-3xHA (*hfr1*/PIF4-HA) seedlings grown in long-day conditions under white light and exposed at ZT3 to 3-h low R:FR with (+) or without (-) supplemental UV-B. ChIP-qPCR was performed for the *PIL1* promoter (repetitions of data shown in Fig 6C). Error bars represent SD of three technical replicates.
(PDF) Click here for additional data file.

S1 Table Intersection of genes upregulated by low R:FR and repressed by UVB in wild type (Col, S1A Table), *uvr8-6* (S1B Table) and *hfr1-101* (S1C Table) (lists corresponding to Fig 2A).
(XLSX) Click here for additional data file.

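Each part of S1 Table splits the shade-induced genes of a genotype by whether UV-B repressed them, and gives a log2 fold change with p-values for each comparison. Of the 314 shade-induced genes used here for wild type, 296 were among the 299 called from the counts. The overlap was 309 of 330 for *uvr8* and 342 of 363 for *hfr1*. For the genes listed as repressed, 231 of the 240 in wild type, 4 of the 6 in *uvr8* and 200 of the 209 in *hfr1* were called repressed.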

S2 Table Genes upregulated by low R:FR in Col wild type, *uvr8-6*, and *hfr1-101* (lists corresponding to Fig 2B). (XLSX) Click here for additional data file.

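The list of genes upregulated in all 3 genotypes in S2 Table was compared with the 194 genes called from the counts. All 194 were among the table's 204 genes, and for the other 10 at least 1 genotype was not called.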

S3 Table Intersection of genes upregulated by low R:FR and repressed by UV-B in wild type and genes upregulated by low R:FR and not repressed by UV-B in *hfr1-101* mutant (lists corresponding to Fig 2C). (XLSX) Click here for additional data file.

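All 42 genes of the cluster called from the counts were among the 44 listed. In these 44 genes, 27 were lower under UV-B in *hfr1* at an adjusted p under 0.05 in the fit to the counts, and 6 had an adjusted p under 0.05 for the difference between *hfr1* and wild type. The log2 fold changes of UV-B in the table and from the counts differed by less than 0.05 for all 44 genes in both genotypes.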

S4 Table Oligonucleotide sequences used in this study. (XLSX) Click here for additional data file.

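The primer pairs were located in TAIR10.1. The table lists 17 pairs, of which 16 differ in name or sequence, and 13 of these lie in a transcript of the gene named. The pair for *PIL1* gives a product of 54 bp on chromosome 2 from 19295688 to 19295741, in exon 5. The pair for *ATHB2* gives 118 bp on chromosome 4 from 9450308 to 9450425, the pair for *FLP1* 170 bp on chromosome 4 from 15230208 to 15230377, and the pair for *ST2A* 183 bp on chromosome 5 from 2175922 to 2176104. The pairs listed for *XTR7* and *HFR1* are identical and lie in the transcript of *HFR1*. The pair for *PP2A*, listed with the identifier AT1G69960, has its product in AT1G13320, on chromosome 1 from 4563939 to 4564199. The pair for the *HFR1*-HA transgene lies in no annotated transcript.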

How the deposited data were processed for this re-analysis (not part of the article)

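RNA was sequenced from 7-day-old seedlings of wild type (Col), *uvr8-6* and *hfr1-101* under WL, +FR, +UVB and +FR+UVB, with 3 libraries for each of the 12 combinations. Each library was assigned to its genotype, light condition and replicate from the deposited sample titles and descriptions, and the mapping was checked against the column names of both count tables. The authors mapped reads with TopHat, processed the alignments with PicardTools, counted reads per gene with HTSeq and deposited these tables: the raw counts of 33602 genes, as whole numbers, and the normalized signal of the 20926 genes that passed their filter. The authors made these signal values from the counts by edgeR's normalization before they deposited them, and they are counts scaled to a common library size. They equal the raw counts scaled by edgeR's TMM factors, within 0.0283%. The paper's text gives the number of genes kept and not the rule, so the genes of the normalized table were used as the filter and 2 other rules were tried as alternatives.

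The raw counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and reference sequences and figures were handled in Python 3.11.15. TMM factors were computed on the filtered genes. A negative binomial model with 1 coefficient for each of the 12 groups was fitted to all 36 libraries, with dispersions from edgeR's estimateDisp, and contrasts were tested with the quasi-likelihood test in its legacy form, which is closest to the version the paper names. The contrasts were +FR against WL, +FR+UVB against +FR and +UVB against WL within each genotype, and the difference of each of these effects between a mutant and wild type. The paper's methods name the quasi-likelihood F-test, a design with 2 factors and the criteria of a fold change over 2 and an adjusted p under 0.05, all of which were used here. p-values were adjusted by the Benjamini-Hochberg method over all genes tested in a contrast. Shares of genes carry 95% Wilson intervals, and shares of 2 genotypes were compared with Fisher's exact test and, for genes shade-induced in both, with an exact McNemar test. The paper's text does not name the test behind the comparison of shares.

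Total counts per library ran from 9749710 to 21175260. A group in which all libraries had at most 3 counts of a gene was taken to be at the floor, and folds against it are given as lower bounds. Intervals and floors cover counting error only. The method was tested on counts simulated from the wild-type WL libraries, with 200 of the 20926 genes changed in 1 group: 193 of the 200 were called (96.5%), with 6 unchanged genes called, and 188 were called for a difference between genotypes, with 0 calls in the contrast left unchanged. The changed genes all had a mean of at least 50 counts and changes larger than the fold-change minimum of 2. The noise came from edgeR's dispersion estimates. These shares therefore do not give the power for smaller differences, genes with fewer counts or noisier libraries.

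Which results, tests, alternatives and genes to report was chosen before the data were examined, apart from what is marked as chosen later. Genes are named when the paper gives their identifier, or when they are among the 3 largest rises or the 3 largest falls of a contrast that passed the criteria, had no overlap between the libraries of the 2 groups (10% of genes do not overlap by chance with 3 libraries against 3) and reached a mean of at least 50 TMM-normalized counts in the higher group. Other genes are marked as named after their values were seen. The *PIL1*-like cluster was taken as genes shade-induced in wild type and *hfr1* and repressed by UV-B in wild type but not in *hfr1*, the definition in the title of S3 Table. The caption of Fig 2C and the methods also ask for a dependence on UVR8, which was not made part of the definition, and the stricter wording of the text was tried as an alternative.

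The alternatives were library size without TMM factors, DESeq2's Wald test with its size factors, edgeR's likelihood ratio test, edgeR's current quasi-likelihood method, all 26408 genes with at least 1 count, the 20867 genes kept by filterByExpr, a separate fit to the libraries of the genotypes compared, the replicate number as a block, no fold-change minimum, a minimum of 1.5, and leaving out each library in turn. A fit to the 20831 nuclear genes was added after the data were seen. Libraries with the same replicate number were compared by their deviations from the group means, and only for +UVB and WL in wild type did all 3 same-numbered pairs correlate over 0.1 (0.243, 0.316 and 0.414), so that the numbers were taken to pair the libraries there. Contrasts of 2 groups were also computed on all 10 splits of their 6 libraries, and comparisons of genotypes on 100 drawn splits of their libraries. Counts were simulated in 20 draws without a UV-B effect and in 20 with the same effect in wild type and *hfr1*. Random draws of genes numbered 10000. The RT-qPCR, immunoblot and chromatin immunoprecipitation experiments of the paper have no sequenced libraries and were not analysed here.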

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

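The contrasts and, apart from the fit to nuclear genes, the alternative fits were set before the data were examined. All tests of explanations in this part were chosen only after the result they concern was seen. The exception is the test of a remaining activity of UVR8 for the genes lower under UV-B in *uvr8*.

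The UV-B effect under +FR differed between *hfr1* and wild type in a direct test of the difference, with 13 genes higher and 1 gene lower in *hfr1* (1146 genes at an unadjusted p under 0.05). The 13 are *ST2A*, *FLP1*, *IAA29*, *PIL1*, *HFR1*, AT3G21320 and, named after their values were seen, *HB4*, AT3G21330, *KAT1*, AT2G39870, AT4G25260, AT4G18670 and *PIP5K1*. The gene that was lower was *ARR7* (AT1G19050), which rose by 1.95 on the log2 scale in wild type and by 0.37 in *hfr1* (difference -1.59, SE 0.32, adjusted p = 0.0465 from edgeR's quasi-likelihood test). For *ARR7* the adjusted p ran from 0.00206 to 0.198 over the alternatives and was over 0.05 in 12 of them, among them the current quasi-likelihood method (0.0674) and, at 0.198, the fit without the second *hfr1* +FR replicate. Leaving out 1 library also took *FLP1*, *HB4*, *HFR1*, *PIP5K1*, AT3G21320, AT4G25260, AT4G18670 and AT2G39870 over 0.05, with the highest adjusted p from 0.0758 (*FLP1*, without the first wild-type +FR+UVB replicate) to 0.226 (AT2G39870, without the second *hfr1* +FR replicate). A response to UV-B weaker by the same share at all genes in *hfr1* is argued against. The 650 genes that are not shade genes and were called lower under UV-B in WL in both genotypes kept 93.7% of their wild-type median under +FR in *hfr1*. The 871 genes called higher in both kept 93.2%. Since these genes had to be called in *hfr1*, genes that lost their response there are missing from both lists. The list of 311 genes shade-induced in *uvr8*, which is chosen on neither genotype compared, kept 71.8%. Leaving out 1 library, computed on log2 CPM with a pseudocount of 0.5 and not on fitted values, gave 90.9% to 97.1% for the 650 genes and 70.4% to 77.8% for the 311. Equal effects sorted by the thresholds gave a cluster of at most 15 genes in simulated draws, which were less noisy than the data, and splits of the real libraries that mixed the genotypes under +FR+UVB gave at most 38, against 42. Scaling by library size left the odds ratio between the genotypes at 2.31, and leaving out any single library left it at 2.04 or more. Of 100 drawn splits of the libraries of both genotypes, only 1, the real one, gave as large a difference in the share repressed (next largest 19.4 percentage points against 19.8). For the counts, however, other splits reached the real value. With the real split included, 10 of 100 gave a cluster as large (up to 58 genes), 9 gave as many genes weaker in *hfr1* among those repressed in wild type (up to 49), 10 gave as many in the cluster (up to 23), and 9 gave as many differences over all genes (up to 182). All of these splits kept the +FR+UVB libraries of the 2 genotypes apart, as 10 of the 100 do, and all but the real one mixed the genotypes under +FR. The median difference in the UV-B effect was 0.452 in the real split. Splits that mixed the genotypes under +FR+UVB reached 0.475, so the size of that difference does not set the real split apart. The count of 14 was 5 without the second *hfr1* replicate under +FR or under +FR+UVB, 20 without the second *hfr1* +UVB replicate, 46 with DESeq2 and 42 with the likelihood ratio test. With the replicate number as a block it was 9. The block took AT3G21320 (adjusted p = 0.0606), AT4G25260, AT2G39870 and AT4G18670 (0.0667 each) and *ARR7* (0.0779) over 0.05. The genotype and anything else that set the *hfr1* +FR+UVB libraries apart, such as their growth or handling, remain open, and the number of genes that differ is not settled by these libraries. A requirement for HFR1 at part of the genes, as the design would have it, may account for the pattern.

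In *uvr8*, 3440 genes had a higher and 3555 a lower UV-B effect than in wild type in the same test (8860 at an unadjusted p under 0.05). Mislabelled libraries are argued against, since no *uvr8* library had more than 17.0 CPM of *UVR8*. With library size alone, 259 genes repressed in wild type had a weaker effect in *uvr8*, but this cannot test scaling. That setting moved the median of all genes to -0.31 under +FR in wild type and -0.005 in *uvr8*. The shift by itself makes repression look weaker in *uvr8*. Of 100 drawn splits, 2 gave as large a difference in the share repressed (76.5 percentage points in the other split, 76.3 in the real one), 1 gave as many weaker genes (next 216) and 1 as many differences over all genes (next 6893 against 6995). The other split with as large a share also kept the +FR+UVB libraries of the 2 genotypes apart. A loss of the response to UV-B in *uvr8* is the explanation the design names, and it may account for these values.

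The paper reports the effect of UV-B in WL for single genes by RT-qPCR and not over all sequenced genes. There, 1398 genes were higher and 1421 lower in wild type, and 1666 were higher and 1429 lower in *hfr1*. The test of the difference between these genotypes called 0 genes (989 at an unadjusted p under 0.05), so the larger count in *hfr1* is not shown to be a different response. Each count was reached by 1 of the 10 splits of its 6 libraries (1 for genes higher and 1 for genes lower in either genotype), the real one, and 10 splits cannot give a share under 0.1. The largest count in another split was 0 in wild type, also where the same-numbered libraries were parted, and 2 in *hfr1*. The largest changes in wild type were rises of *MYB90* (AT1G66390), at least 149-fold, *ELIP2*, 9.33 on the log2 scale, and AT1G64340, at least 23.8-fold, and falls of *SLAH1* (AT1G62280), at least 20.2-fold, *LTP4* (AT5G59310), at least 21.3-fold, and *IAA29*, -4.51 on the log2 scale. The fall of *LTP4* rests on 1 library: without the third wild-type WL replicate its adjusted p was 0.379 (range over the alternatives 0.000597 to 0.379). In *hfr1* the largest rises were those of AT1G26240, *MYB90* (at least 137-fold) and *ELIP2* (9.70), and the largest falls those of *IAA29* (-4.77), ATCG00950 and AT3G01260. AT1G26240 was not called without the first *hfr1* +UVB replicate (adjusted p = 0.293) or the second or the third *hfr1* WL replicate (0.0583 and 0.0561, in a range from 0.000891), and ATCG00950 went from -4.63 to -2.65 without the first *hfr1* WL replicate. Scaling as the whole cause is argued against, since with library size 1028 genes were still higher in wild type. In *uvr8* the effect was higher than in wild type for 2824 genes and lower for 3414 (adjusted p under 0.05 for the difference). A response to UV-B in WL in both genotypes that needs UVR8 remains as a hypothesis.

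In *uvr8*, 151 genes were higher and 64 lower under UV-B in WL. Without the third *uvr8* +UVB replicate the counts were 317 and 155, without the second 71 genes were higher, without the first 16 were lower, and a fit to the *uvr8* libraries alone gave 6 and 3. For genes higher 1 of the 10 splits of the 6 libraries gave as many (next 65), and for genes lower 2 did, the other split giving 65. In both lists the effect recurred in the separate libraries under +FR. Of the 151 genes, 84 were also called there, where 0.931 are expected by chance, and of the 64 genes 16 were, with 0.153 expected. The median log2 fold changes under +FR were 1.37 and -0.97, against at most 0.07 and -0.14 for 10000 random lists of genes of like expression. A remaining activity of UVR8 that kept the same share of every effect is argued against. Under +FR in *uvr8*, the genes higher reached 88.2% of their wild-type effect, where all 1731 genes raised in wild type reached 12.2%. The genes lower reached 72.5%, where the genes lowered in wild type reached 13.6%. The lists compared were chosen on different genotypes, *uvr8* and wild type. A remaining activity that acts more on some genes than on others therefore stays open. A response to UV-B without UVR8 could produce these effects, but differences between libraries unrelated to UV-B stay open. Of the 64 genes lower, 51 were also called in WL in wild type and 51 in *hfr1*, with medians of -1.88 and -1.89. For these genes, this argues against differences confined to the *uvr8* libraries. Of the 151 genes higher, 66 and 108 were called there, with medians of 0.96 and 1.66. They leave the question open, since many of them also vary within groups. Of the 151 genes, 45.7% (69 genes) are among the 5% of genes that weigh most on the main axis of variation within groups, against 4.69% (3) of the 64. Without them, the largest median over the other splits of the *uvr8* libraries under +FR was 0.678 for the 82 genes left, against 0.959 in the real split, and 0.726 for the 61 genes left, against 0.811, and these 10 splits are too few to tell the 2 apart. The largest rises were those of AT1G55230 (at least 19.7-fold), AT2G38823 (5.34 on the log2 scale) and AT3G54530 (5.13), and the largest falls those of *MRN1* (-2.59), *ATCSLB05* (-2.59) and AT2G25150. None of these 6 genes was called in the fit to the *uvr8* libraries alone, with adjusted p from 0.0559 (*ATCSLB05*) to 0.264 (*MRN1*), while the lowest adjusted p over the alternatives was 0.0113 or less for each. AT1G55230 and AT3G54530 were also lost without the second *uvr8* +UVB replicate (0.0564 and 0.0611), and *MRN1* and AT2G25150 without the first (0.184 and 0.154), among other libraries.

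The paper does not report the genes repressed by shade. There were 108 in wild type, 116 in *uvr8* and 238 in *hfr1*, with 1 of the 10 splits as large in each genotype (1 in wild type, 1 in *uvr8* and 1 in *hfr1*, the real one). The test of the difference in the +FR effect called 0 genes in either mutant (598 in *hfr1* and 719 in *uvr8* at an unadjusted p under 0.05), so the larger count in *hfr1* is not shown to be a different response: the 179 genes called in *hfr1* and not in wild type had a median of -2.07 in *hfr1* and -1.09 in wild type. The excess in *hfr1* rests on a single library, the first WL replicate, without which there were 114 genes. That library has the lowest total and 0.770% mitochondrial and 1.52% plastid counts, where no other library has over 0.167% and 0.217%. Mitochondrial and plastid genes made up 86 of the 238, against 1 in wild type and 0 in *uvr8*, and with nuclear genes only there were 151. RNA from organelles in that library is a candidate source of part of the excess. In *uvr8* the count was 68 without the third +FR replicate. The largest falls were those of AT1G30250 (at least 27.3-fold), *LTP3* (-3.27) and *ARR7* (-2.29) in wild type, *OLEO1* (at least 18.2-fold), *CRA1* (-7.21) and *BGLU47* (-2.11) in *uvr8*, and the plastid genes ATCG00290 (-3.53) and ATCG00090 and the gene AT2G07698 in *hfr1*. Most of these rest on 1 library. Without the third wild-type WL replicate *LTP3* was at -1.35 (adjusted p = 0.465) and AT1G30250 was not called (0.523), and neither was called without any single wild-type +FR replicate (0.0692 to 0.134). Without the second *uvr8* WL replicate *CRA1* was at -2.04 (0.617) and *OLEO1* was not called (0.412), and neither was called in the fit to the *uvr8* libraries alone (0.181 and 0.236). *CRA1* was also lost without the third *uvr8* +FR replicate (0.0514). Without the first *hfr1* WL replicate ATCG00290, ATCG00090 and AT2G07698 were not called (0.524, 0.266 and 0.288). The lowest adjusted p of these 7 genes over the alternatives ran from 3.05e-05 to 0.00828. *ARR7* and *BGLU47* were called in all alternatives.

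Of the shade-repressed genes, 28.7% (31 genes, Wilson interval 21% to 37.9%) were raised by UV-B in wild type, 2.59% (3 genes, 0.883% to 7.33%) in *uvr8* and 9.66% (23 genes, 6.53% to 14.1%) in *hfr1*. Because the same +FR libraries enter both comparisons, a gene low there by chance would count in both. Simulated draws without a UV-B effect gave at most 0% in wild type, from less noisy libraries with 292 shade-repressed genes on average. With no gene responding to UV-B, however, the adjustment over all genes lets almost no gene pass. The draws therefore cannot exclude that the shared libraries add to the share. In each genotype 1 of the 10 splits of the +FR and +FR+UVB libraries was as large (1 in wild type, 1 in *uvr8*, 1 in *hfr1*). The smaller share in *hfr1* fits the library named above: without the first *hfr1* WL replicate it was 18.4% and with nuclear genes only it was 15.2%. The share in wild type was 41.2% without the second +FR replicate, and that in *uvr8* 0% without the second and 6.92% without the third +FR+UVB replicate. The 31 genes of wild type had a median of 1.78 there, 1.47 in *hfr1* and 0.22 in *uvr8*, and 1 of them differed between *hfr1* and wild type, *ARR7* (7 at an unadjusted p under 0.05), a call lost in 12 alternatives, with an adjusted p of up to 0.198 without the second *hfr1* +FR replicate. That UV-B counteracts the effect of +FR on repressed genes also may be put forward as a hypothesis for wild type.

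In WL, 34.8% of the genes shade-induced in wild type (104 of 299, Wilson interval 29.6% to 40.3%) were lower under UV-B, and 19 were higher. All 104 were also repressed by UV-B under +FR. The medians were -0.66 in wild type, 0.09 in *uvr8* and -0.61 in *hfr1*. The WL libraries enter both comparisons, but a gene low there by chance would appear higher under UV-B, so the 0% in simulated draws without a UV-B effect was fixed in advance and decides nothing. Of the 10 splits, 1 was as large. The share was 23.9% without the third wild-type WL replicate and 41.2% with library size. An effect of UV-B on these genes that does not need +FR remains as a hypothesis.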

How the results depend on the processing

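The fit to nuclear genes only was the sole alternative chosen after the data were seen. Of the 30 results for lists of genes, the 3 medians and the odds ratio kept their direction in all alternatives, while counts and shares have no direction to change. Counts were compared within 1.5 times, shares within their Wilson interval, which covers counting error only, and medians within the SD between replicates. The odds ratio and the adjacent pairs were compared by whether p stayed under 0.05. In the alternatives that kept all libraries, 261 values stayed within these limits, 33 moved beyond them and 1 lost its threshold. In fits without 1 library, 261 stayed and 45 moved.

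Without a fold-change minimum, 1276 genes were shade-induced in wild type, 1088 in *uvr8*, 1321 in *hfr1* and 665 in all 3, and the opposite of the cluster held 13 genes. With a minimum of 1.5 these counts were 600, 584, 673, 354 and 5. A lower minimum admits more genes by construction. With only the libraries of a genotype fitted, the share of shade-induced genes repressed in *uvr8* was 0%, the genes higher and lower under UV-B in WL in *uvr8* numbered 6 and 3, the shade-repressed genes 168 in wild type, 73 in *uvr8* and 134 in *hfr1*, and the shares of these raised by UV-B were 20.8%, 0% and 16.4%. With library size and no TMM factors, the share repressed in *hfr1* was 65.8%, the medians over the wild-type list -2.0 in wild type and -1.44 in *hfr1*, the share of wild-type shade-induced genes lower under UV-B in WL 41.2%, and the adjacent pairs in the cluster 2, as many as random draws gave (p = 0.176, permutation test). *PIL1* in *hfr1* turned to -0.13. With DESeq2, 23 genes repressed in wild type had a weaker effect in *hfr1*, and the medians were -1.80 in wild type and -1.19 in *hfr1*. The likelihood ratio test gave 23 such genes, medians of -1.80 and -1.19, and 99 genes lower under UV-B in WL in *uvr8*. Without a filter the median in *hfr1* was -1.22. With nuclear genes only, 151 genes were shade-repressed in *hfr1*, of which 15.2% were raised by UV-B. Except where the construction of the setting shows it, the cause was not tested.

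The scaling decided how UV-B-responsive genes divided into higher and lower. Library size moved the median of all genes to -0.31 under +FR in wild type, -0.29 under +FR in *hfr1*, -0.23 in WL in wild type and -0.11 in WL in *hfr1*. The genes higher were 49.2% of those called under +FR in wild type with TMM and 27.1% with library size, 49.8% and 27.7% in *hfr1*, 49.6% and 32.9% in WL in wild type (1028 higher and 2094 lower), and 53.8% and 44.9% in WL in *hfr1* (1423 and 1746).

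Across the fits that each left out 1 library, the shade-induced genes ran from 276 to 343 in wild type, from 276 to 308 in *uvr8* and from 294 to 353 in *hfr1* (6 fits each), and those shared from 184 to 197 (18 fits). The share repressed ran from 74.3% to 78.3% in wild type, from 0% to 4.64% in *uvr8* (lowest without the second and highest without the third +FR+UVB replicate of *uvr8*) and from 55.7% to 61.2% in *hfr1* (9 fits each). The odds ratio stayed between 2.04 and 2.74 (18 fits, highest p = 2.54e-05, Fisher's exact test). The cluster held from 34 to 45 genes and its opposite from 0 to 5 (18 fits each), with 0 without the second *hfr1* +FR replicate. The genes weaker in *uvr8* numbered from 198 to 233, those weaker in *hfr1* from 5 to 13 (15 fits each, 5 without the second *hfr1* replicate under +FR or +FR+UVB), and those of the cluster from 3 to 8 (18 fits). The medians over the wild-type list ran from -1.91 to -1.63 in wild type (9 fits), from -0.18 to -0.04 in *uvr8* and from -1.25 to -1.14 in *hfr1* (12 fits each).

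In WL, leaving out 1 library gave from 1365 to 1446 genes higher and from 1343 to 1432 lower under UV-B in wild type, and from 1482 to 1815 and from 1269 to 1534 in *hfr1*. In *uvr8* the ranges were wider, from 71 to 317 genes higher and from 16 to 155 lower (6 fits each), with both upper ends without the third +UVB replicate. The shade-repressed genes ran from 89 to 120 in wild type, from 68 to 143 in *uvr8* (68 without the third *uvr8* +FR replicate) and from 114 to 258 in *hfr1* (114 without its first WL replicate). The shares of these raised by UV-B ran from 27.1% to 41.2%, from 0% to 6.92% and from 9.30% to 18.4% (9 fits each), with the upper ends without the second +FR replicate of wild type, the third +FR+UVB replicate of *uvr8* and the first WL replicate of *hfr1*. The share of shade-induced genes lower under UV-B in WL ran from 23.9%, without the third wild-type WL replicate, to 35.9%. The adjacent pairs of the cluster ran from 6 to 15, with p at most 0.0152 (permutation test).

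Of the results for single genes, 84 did not change in any alternative. Over all alternatives, 1669 values kept their direction and their side of the threshold, 161 lost the threshold, 7 gained it and 4 changed direction. Leaving out 1 library, the UV-B effect under +FR ran from -0.34 to 0.16 for *FLP1* in *hfr1* (above 0 without the third +FR replicate), from -0.25 to 0.057 for *FHL* in *uvr8* (above 0 without the third +FR+UVB replicate) and from -0.069 to 0.022 for *PIF5* in *uvr8* (above 0 without the second +FR replicate). The cause was not tested.

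Apart from +UVB and WL in wild type, the replicate numbers were not found to pair libraries across light conditions. Residuals of libraries with the same number correlated over 0.1 in 11 of the 27 pairs compared within a genotype, with values from -0.381 to 0.551. Over all pairs of libraries from different groups, also across genotypes, the mean was 0.0069 for the same number and -0.0020 for different numbers. That mean is not the mean of the 27 pairs. With the replicate number as a block, 9 genes repressed in wild type had a weaker effect in *hfr1*, against 11. Under UV-B in WL in wild type, 1405 genes were higher and 1431 lower with the block, against 1398 and 1421, and the calls of the genes named there did not change.

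The depth limits genes with few counts. With a floor between 0.128 and 0.317 CPM, changes of genes such as *FLA5* in WL can be given only as bounds. The stricter definition of the cluster, also shade-induced and not repressed in *uvr8*, gave 36 genes.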

Differences from the paper's values

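Of the paper's values, 64 were compared one by one with those computed here. None of the counts and shares differed by more than 1.5 times, and no log2 fold change differed in sign or by more than its SE. The largest difference among the 56 log2 fold changes of 15 genes was 0.04. These 56 include none from *uvr8*, and other fold changes in S1 Table do differ in sign or in order, as described below.

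The counts were lower than the paper's by a few genes. For shade-induced genes in wild type, 299 here stand beside the paper's 315, with 314 without the third +FR replicate, 312 with edgeR's current quasi-likelihood method and 321 with the likelihood ratio test. For *uvr8*, 311 stand beside the paper's 330 (325 with either of these tests), for *hfr1* 348 beside the paper's 365 (361 and 367), and for all 3 genotypes 194 beside the paper's 204 (201 with the likelihood ratio test, 208 with library size). The cluster held 42 genes beside the paper's 44, and 44 without the third *hfr1* +FR+UVB replicate, 43 with the current quasi-likelihood method. A closer count is not a closer list. Without that *hfr1* replicate 40 of the 42 genes remained, and 0 of the paper's 2 missing cluster genes were called. Without the third wild-type +FR replicate 4 of the 18 missing wild-type genes were called, and with library size 1 of the 10 missing for all 3 genotypes. The shares repressed were 77.6% and 57.8% beside the paper's 77% and 58%. Without a filter the wild-type share was 77.1%, without the first wild-type replicate under WL or under +FR 77.2%, and with DESeq2 76.7%. With nuclear genes only, chosen after seeing the values, the *hfr1* share was 57.9%.

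Some genes that the paper lists were not called here: 18, 21 and 21 shade-induced genes in wild type, *uvr8* and *hfr1*, 9, 2 and 9 genes repressed by UV-B in the same genotypes, 10 genes of the list for all 3 genotypes and 2 genes of the cluster. The 18 wild-type genes had a log2 fold change over 1 here and adjusted p from 0.0504 to 0.111. Other settings called all of these genes except 1 in *uvr8* and 1 in the list for all 3 genotypes. Of the shade-induced genes, the likelihood ratio test called 17, 11 and 16, DESeq2 12, 13 and 9, and the current quasi-likelihood method 9, 4 and 6. Only the libraries of the genotypes compared gave 9, 0 and 3, library size without TMM factors 5, 6 and 2, the replicate block 0, 2 and 2, and nuclear genes only 2, 2 and 0. A fold change over 1.5 and no minimum fold change each called 4, in *uvr8* only. Leaving out 1 library called up to 8 in wild type (without the third *hfr1* +UVB replicate) and up to 10 in *uvr8* and 7 in *hfr1* (both without the third *uvr8* +FR+UVB replicate). Of these 36 settings, only the one without the first wild-type +FR+UVB replicate called none. The 2 cluster genes were called 1 at a time, with the likelihood ratio test, the current quasi-likelihood method, and without the third wild-type WL, the second wild-type +UVB, or the first or the third *hfr1* +UVB replicate.

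*FHL* is among the genes the paper lists as shade-induced in wild type, with a fold change of 2.17 and an FDR of 0.045 in its S1 Table. Here its log2 fold change of 1.12 in wild type had an adjusted p of 0.0705 from edgeR's quasi-likelihood test. It was called with DESeq2 (0.0429), the likelihood ratio test (0.0485), the current quasi-likelihood method (0.0313), only the wild-type libraries (0.0141), and without the first *uvr8* +UVB replicate (0.0440) or the second or the third *hfr1* +UVB replicate (0.0164 and 0.0356).

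The paper describes the cluster as part of the genes induced in all 3 genotypes. Of the 44 genes in S3 Table, 37 are in the list of 204 in S2 Table, and 7 are not: AT1G06340, AT3G50350, AT2G26440, AT5G60840, *EXO* (AT4G08950), *BIM1* and AT2G34300. The paper describes the cluster genes as not suppressed by UV-B in *hfr1*, while 27 of the 44 fell there at an adjusted p under 0.05 here, and 30 of the 44 have a negative fold change with an adjusted p under 0.05 in the paper's own table. For *ATHB2*, the paper states from RT-qPCR that the suppression was absent in *hfr1*. In the sequenced libraries *ATHB2* fell by 0.79 on the log2 scale in *hfr1* (SE 0.10, adjusted p = 1.52e-07 from edgeR's quasi-likelihood test). A sentence of the Discussion gives shade-induced *PIL1* as repressed by UV-B in the absence of HFR1, while the results state that it is not repressed in *hfr1*, and here its log2 fold change in *hfr1* was 0.13.

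In S1 Table some fold changes for UV-B differ from those computed here in sign or in order, which leaves the lists as they are. Of the 240 genes used here that the table gives as repressed in wild type, all 240 have the size of the fold change computed here within 0.05, and 25 are printed as positive. Of the 74 wild-type genes given as not repressed, 46 match with sign and all 74 without, and none is printed as positive where 28 are positive here. In *uvr8*, all 324 genes given as not repressed are printed with positive values, where 86 are positive here, and 48 match in size gene by gene, all 324 when both columns are sorted by size. In *hfr1*, 16 of the 209 genes given as repressed match gene by gene, 208 match when both columns are sorted by size, and all 154 given as not repressed match.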

Other observations

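The contrasts, the rules for naming genes and the alternative fits used in this part were set before the data were examined. Of the tests of explanations, that of a single run of *SAUR* genes was chosen before its result was seen, and all the others only after.

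The counts of shade-induced genes and the shares repressed by UV-B were compared with other splits of the same libraries. For shade-induced genes, 1 of the 10 splits of the 6 libraries was as large in wild type, 1 in *uvr8* and 1 in *hfr1*, and for the share repressed 1 in wild type, 1 in *uvr8* and 1 in *hfr1*, in each case the real split. The largest other count was 0 shade-induced genes in wild type, 0 in *uvr8* and 1 in *hfr1*. For genes higher under UV-B against +FR in *uvr8*, 2 of the 10 splits gave as many, and the other gave 245 genes against 129 in the real split. A split of 3 libraries against 3 cannot give a share under 0.1.

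Genes of the *PIL1*-like cluster lay next to each other in the genome more often than genes drawn at random from those shade-induced and repressed by UV-B in wild type. Within 5 positions of each other there were 13 pairs, where 10000 random draws from these 232 genes gave a median of 1 and at most 10 (p = 0.0001, permutation test, the smallest p these draws can give). A draw from all genes was not made. The pairs form 6 groups with 15 genes, named after their values were seen: *SAUR20*, AT5G18030, *SAUR22*, *SAUR23* and *SAUR24* on chromosome 5, with 8 of the pairs, AT3G50340 and AT3G50350, AT4G16770 and *ATHB2*, *FLA5* and *FLP1*, *PIL1* and *IAA20*, and *ST2B* and *ST2A*. Reads shared between neighbours are argued against, since 0 of the 13 pairs share a sequence of 100 bases, the read length. The *SAUR* genes alone as the cause are argued against: with that run left out, 5 pairs remained among 37 genes, and a share of 0.0086 of random draws had as many (median 1, at most 9). The scaling of the libraries stays open as a cause, since with library size the cluster had 2 pairs and a share of 0.176 of random draws had as many. Whether neighbours are regulated together was not tested further.

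Genes that the paper followed by RT-qPCR, and *CKX5*, for which it lists primers, had these values in the sequenced libraries, given as log2 fold changes with adjusted p from edgeR's quasi-likelihood test. *PIL2* rose under +FR by 2.00 in wild type, 2.43 in *uvr8* and 2.78 in *hfr1*. Under +FR+UVB against +FR it changed by -0.78 in wild type (adjusted p = 0.000816) and -0.16 in *hfr1* (adjusted p = 0.485), and the difference did not pass (0.62, SE 0.26, adjusted p = 0.781). *YUC8* changed by -2.42 in wild type and -1.46 in *hfr1* (difference 0.95, SE 0.31, adjusted p = 0.560), and *GH3.3* by -3.50 and -2.87 (difference 0.63, SE 0.56, adjusted p = 0.999). *CKX5* changed by -2.79 and -1.39 (difference 1.40, SE 0.36, adjusted p = 0.197). *HFR1* rose by 4.35 under +FR in wild type and changed under UV-B by -1.21 there and 0.36 in *hfr1* (difference 1.57, SE 0.29, adjusted p = 0.0183). That adjusted p ran from 0.000217 to 0.107 over the alternatives and was over 0.05 in 9 fits without 1 library, with 0.107 without the first *hfr1* +FR replicate. *PIF4* changed by -1.65 in wild type and -1.90 in *hfr1*, and *PIF5* by -0.97 and -0.84. AT1G69960, the identifier given for *PP2A*, changed by -0.35 in wild type. The primer pair listed for *PP2A* has its product in AT1G13320, so this value is not that of the transcript these primers measure.

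Other genes the paper names had the following values under +FR+UVB against +FR in wild type. *HY5* rose by 2.73 on the log2 scale, *HYH* by 2.69, *COP1* by 1.04 and *BOP2* by 0.35. *PAR1* changed by -4.29 in wild type and -2.38 in *hfr1* (difference 1.91, SE 0.46, adjusted p = 0.127 from edgeR's quasi-likelihood test), and *PAR2* by -1.64 and -1.12. *PHYB* changed by 1.27 under +FR. In *uvr8*, the largest changes under +FR+UVB against +FR were rises of AT2G38823, at least 75.3-fold, AT3G54530, at least 28.7-fold, and *GSTU25*, 4.44, and falls of AT5G26080 (-2.03), *UCC3* and AT4G11190. The 3 falls were not called without the second *uvr8* +FR+UVB replicate (adjusted p 0.172, 0.158 and 0.103) or without the first *uvr8* +FR replicate (0.118, 0.0614 and 0.109). AT5G26080 was also lost without the third *uvr8* +FR+UVB or the second *uvr8* +FR replicate (0.0648 and 0.0840), and *UCC3* without the latter (0.0761). In the fit to the *uvr8* libraries alone the 3 falls (0.174, 0.0785 and 0.154), AT3G54530 (0.109) and *GSTU25* (0.0737) were not called. The lowest adjusted p of these 5 genes over the alternatives ran from 6.30e-11 to 0.00548. In *hfr1* they were rises of AT1G64340, at least 38.1-fold, AT1G11230, at least 22.1-fold, and *ELIP2*, 8.77, and falls of *RTFL21*, *SEN1* (AT4G35770, -4.44) and AT2G47780. Among shade-induced genes, the largest rises in *uvr8* besides *PIL1* were those of *CYP96A5* (5.83) and *ST2A* (5.55), and in *hfr1* those of *ST2A* (7.33), *PIL1* and AT3G21320 (5.82).

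Replicates differed by more than counting noise, with a chi-square per gene between 4.05 and 59.7. The main axis of variation within groups held 29.5% of the variance, and the genes with most weight on it included *CYP71A12*, *LURP1* and *FRK1*, named after their values were seen. No explanation for this axis was tested.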
